# Improved cohesin HiChIP protocol and bioinformatic analysis for robust detection of chromatin loops and stripes

**DOI:** 10.1038/s42003-025-07847-w

**Published:** 2025-03-14

**Authors:** Karolina Buka, Zofia Parteka-Tojek, Abhishek Agarwal, Michał Denkiewicz, Sevastianos Korsak, Mateusz Chiliński, Krzysztof H. Banecki, Dariusz Plewczynski

**Keywords:** Bioinformatics, Chromatin immunoprecipitation, Comparative genomics

## Abstract

Chromosome Conformation Capture (3 C) methods, including Hi-C (a high-throughput variation of 3 C), detect pairwise interactions between DNA regions, enabling the reconstruction of chromatin architecture in the nucleus. HiChIP is a modification of the Hi-C experiment that includes a chromatin immunoprecipitation (ChIP) step, allowing genome-wide identification of chromatin contacts mediated by a protein of interest. In mammalian cells, cohesin protein complex is one of the major players in the establishment of chromatin loops. We present an improved cohesin HiChIP experimental protocol. Using comprehensive bioinformatic analysis, we show that a dual chromatin fixation method compared to the standard formaldehyde-only method, results in a substantially better signal-to-noise ratio, increased ChIP efficiency and improved detection of chromatin loops and architectural stripes. Additionally, we propose an automated pipeline called nf-HiChIP (https://github.com/SFGLab/hichip-nf-pipeline) for processing HiChIP samples starting from raw sequencing reads data and ending with a set of significant chromatin interactions (loops), which allows efficient and timely analysis of multiple samples in parallel, without requiring additional ChIP-seq experiments. Finally, using advanced approaches for biophysical modelling and stripe calling we generate accurate loop extrusion polymer models for a region of interest and provide a detailed picture of architectural stripes, respectively.

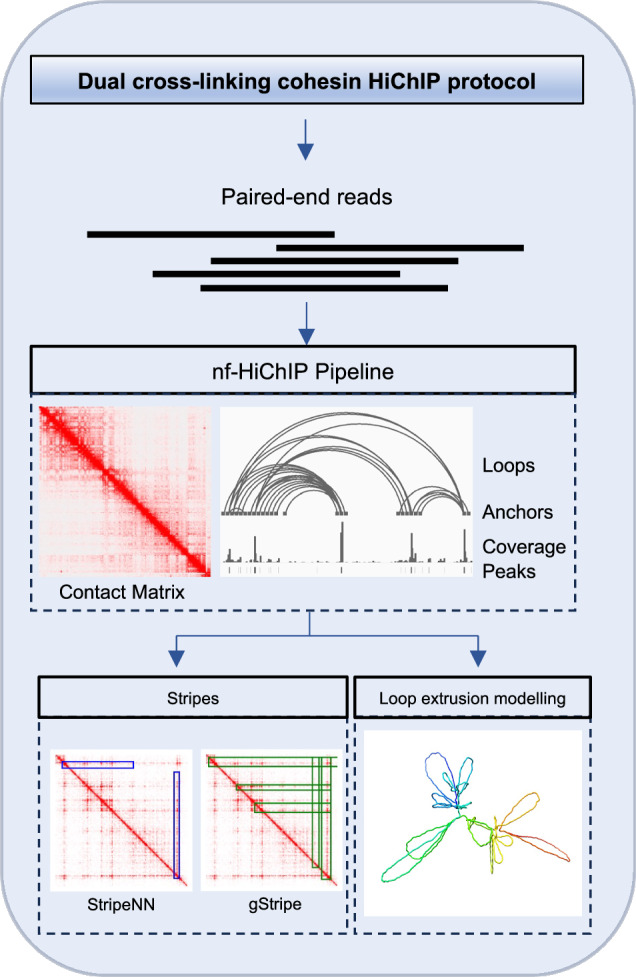

## Abstract (web summary)

Performing cohesin HiChIP with an optimised fixation method results in a significantly better signal-to-noise ratio, higher ChIP efficiency and improved detection of chromatin loops and stripes.

## Introduction

Genome folding is a complex process that efficiently packs roughly two-metre-long human DNA into a cell nucleus that is only a few micrometres in diameter. Importantly, it does not serve only structural purposes, but must be tightly coordinated with fundamental processes occurring in the nucleus, such as DNA replication, transcription, or DNA repair. Despite significant progress in 3D genomics in recent years, our understanding of the relationship between genome structure and function is still largely elusive and requires further investigation. There is a need for improved methods to detect chromatin contacts at different resolutions and for bioinformatic pipelines that comprehensively and efficiently analyse complex experimental data.

Studies of DNA structure in the nucleus using 3C-based technologies and microscopic imaging methods have shown that in mammals chromatin is folded at different levels of organisation in the nucleus. At the lower scale, interphase chromosomes occupy discrete regions within the nucleus called chromosome territories^1,2^. They are partitioned into alternating multi-megabase scale regions called compartments of two types, A and B, corresponding to euchromatin and heterochromatin, respectively^3^. Within the compartments, the 10 nm chromatin fibre folds into loops connecting elements that may be distant in the linear genome, such as promoters and enhancers. A subset of chromatin loops form larger structures called Topologically Associated Domains (TADs) or domains, which are sub-megabase regions that have stronger contacts within themselves than with other regions^4–6^.

In mammalian cells, the major factors involved in loop formation are the evolutionarily conserved proteins cohesin and CCTC-binding factor (CTCF). Cohesin is a ring-shaped protein complex composed of four subunits: two structural maintenance of chromosomes (SMC) proteins, SMC1 and SMC3, and two non-SMC proteins: RAD21 and stromal antigen (SA) that in vertebrates comes in two versions STAG1 (SA1) or STAG2 (SA2, reviewed in^7^). Cohesin association with the DNA is dynamic: it encircles the DNA upon loading^8^ and is able to slide along the DNA^9,10^. The sites of cohesin loading differ from the sites of its final genomic localisation^11^. The transcription process was shown to translocate cohesin along the DNA over long distances^10,12^. CTCF is a sequence-specific DNA binding protein that contains a highly conserved 11 zinc finger domain. CTCF, together with cohesin, is enriched at TAD boundaries^4,5^ and at the majority of loop anchors^3,6^. In mammalian cells, cohesin colocalises with CTCF in most of its binding sites^13,14^.

It was proposed^15–17^ that loops are formed by a loop extrusion process, in which cohesin uses its ATP-dependent motor function to move along the DNA, causing active loop enlargement until it encounters a physical barrier, such as the CTCF protein, or until it dissociates from chromatin^18–20^. By stopping the extrusion process, CTCF acts as a chromatin loop anchor. It restricts the contacts occurring within the TADs and prevents them from crossing their borders. During the extrusion process promoters can be brought into contact with long clusters of enhancers^16^.

3 C techniques, including Hi-C, detect interactions between different DNA regions, enabling the reconstruction of the chromatin architecture in the nucleus (reviewed in^21^). A standard Hi-C procedure involves chromatin structure fixation, restriction enzyme digestion, end repair, and ligation of fragments localised close to each other in the nuclear space. The DNA is then fragmented to generate linear chimeric fragments, which is followed by genomic library preparation, high-throughput sequencing, and bioinformatic analysis. Modifications of Hi-C experiments, such as HiChIP^22^, PLAC-seq^23^, similar to the ChIA-PET^24^ method introduced in 2009, use a chromatin immunoprecipitation (ChIP) step, for genome-wide detection of interactions mediated by a specific protein. In the HiChIP approach, ChIP with the antibody of interest is performed after the Hi-C ligation step (Fig. 1A). An important advantage of the HiChIP approach over the standard Hi-C is that a higher resolution can be achieved with a lower sequencing depth.

**Fig. 1:**
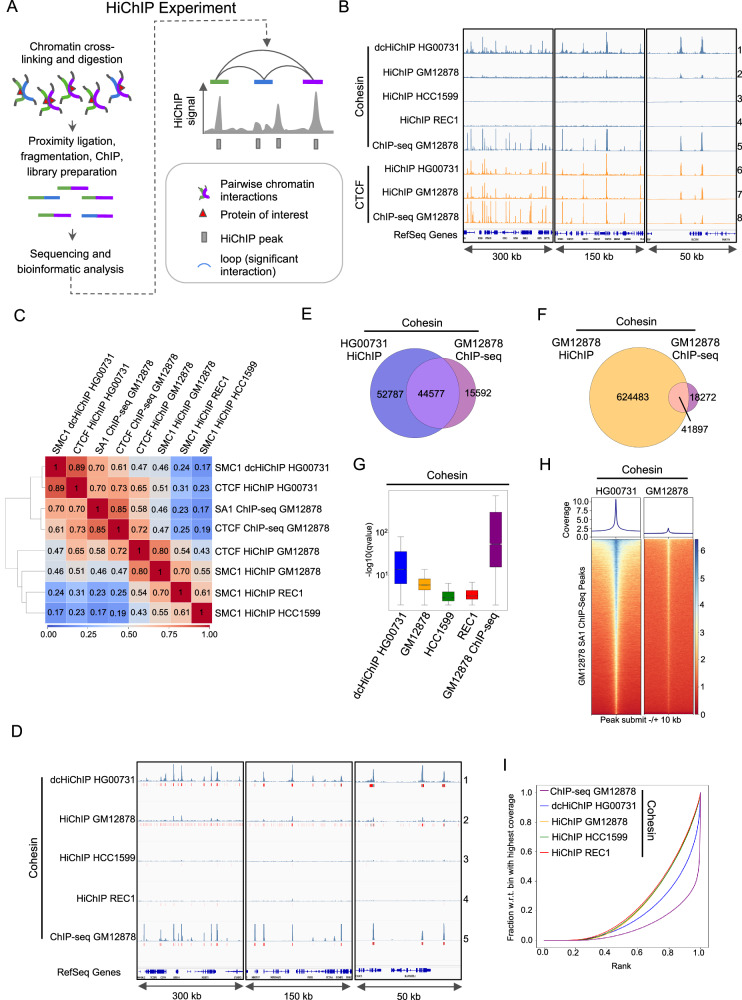
FA-EGS crosslinking improves the quality of the cohesin HiChIP experiment. **A** Schematic of the HiChIP experiment and its data representation. **B** IGV browser coverage tracks of the HiChiP and ChIP-seq experiments analysed in this study. The following example genomic regions are shown: (1) 300 kb window - chr19:45,417,401-45,717,713; (2) 150 kb window - chr19:43,508,033-43,658,922; (3) 50 kb window - chr17:49,677,416-49,727,883. **C** Heatmap showing Pearson correlation coefficient between the samples processed in this study. **D** IGV browser coverage tracks and called peaks for the indicated cohesin HiChIP (SMC1) and ChIP-seq (SA1) experiments. The following example genomic regions are shown: (1) 300 kb window - chr5:150,332,698-150,635,698; (2) 150 kb window - chr7:55,939,000-56,089,000; (3) 50 kb window - chr17:40,160,000-40,210,000. **E** Venn diagrams showing common peaks between SMC1 HiChIP HG00731 and SA1 ChIP-seq GM12878. **F** Venn diagrams showing common peaks between SMC1 HiChIP GM12878 and SA1 ChIP-seq GM12878. **G** Heatmap showing the distribution of SMC1 FA-EGS HiChIP HG00731 reads and SMC1 HiChIP GM12878 reads within a 20 kb window centred on the cohesin (SA1) ChIP-seq GM128787 peaks. **H** Distribution of -log(10) qvalue of peaks called by MACS3 in the indicated cohesin HiChIP and ChIP-seq samples. The horizontal red line inside each boxplot indicates the median. The bottom edge of the box marks the first quartile, and the top edge marks the third quartile and the whiskers extend to the minimum and maximum values, excluding outliers, which are not shown. **I** Fingerprint analysis plot (45) showing the comparison of ChIP enrichment in the indicated cohesin HiChIP and ChIP-seq samples.

HiChIP experiments require a extensive computational analysis to determine chromatin structure features such as: (a) HiChIP peaks detected from the signal of aligned sequencing reads, (b) chromatin interaction matrices showing all contacts detected in a given sample, (c) significant DNA interactions (loops) corresponding to the most frequent chromatin interactions present in the cell population, and finally (d) architectural stripes appearing on the contact matrices as horizontal or vertical lines^16^. *S*imilar to loops and TADS, stripes are the population average representation of loop extrusion as detected by the 3C-based methods, where one loop (stripe) anchor is held in place, and the other loop anchor moves through the stripe domain until the loop is fully extruded^25,26^.

Dedicated methods have been developed to analyse specific 3 C experiments, such as Juicer^27^ for Hi-C, MAPS^28^ for HiChIP and PLAC-seq data, and ChIA-PIPE^29^ for ChIA-PET. In this study, we tested all three pipelines to analyse and compare our improved HiChIP protocol with publicly available HiChIP datasets. We also used two different stripe-calling algorithms: Stripenn^30^, a state-of-the art tool operating on contact matrices, and the novel tool called gStripe, which is specifically designed to analyse sparse data using graph methods (see Methods for a description).

We observed that the quality of the cohesin HiChIP data is significantly lower compared to the CTCF HiChIP. This could be due to the more dynamic, mobile nature of the cohesin complex compared to CTCF, as discussed above. In this study, we present a modified version of the cohesin HiChIP protocol that significantly improves signal-to-noise ratio and loop detection efficiency. Importantly, we propose an automated pipeline “nf-HiChIP”, based on the Nextflow system^31^, for efficient and timely analysis of HiChIP samples starting from raw sequencing reads and ending with a set of significant chromatin interactions (loops). This pipeline can be easily deployed on a local workstation, a high performance computing system, or cloud-based computing environments. Finally, using high-quality cohesin HiChIP data obtained with improved protocol and a novel biophysical modelling approach for loop extrusion^32^, we simulated dynamic 3D models of loop extrusion for a region of interest.

## Results

### Standard cohesin HiChIP protocol yields results with low signal-to-noise ratio

This study primarily investigates human lymphoblastoid cell lines (LCLs) from the 1000 Genome Project^33^. We observed that publicly available cohesin (SMC1) HiChIP for the GM12878 LCL^22^ exhibits a much lower signal-to-noise ratio than the CTCF HiChIP performed for GM12878^34^ and HG00731 (this study) LCLs (Fig. 1B, lanes 2, 6, 7**;** Supplementary Fig. 1A). A similar low signal-to-noise ratio was also observed in cohesin (SMC1) HiChIP experiments performed on the REC-1 and HCC1599 cell lines (ref. ^35^, Fig. 1B, lanes 3 and 4). Visual comparison between cohesin HiChIP and cohesin (SA1) ChIP-seq^36^ signal in GM12878 further suggests limited enrichment of sequencing reads around cohesin ChIP-seq peaks in HiChIP experiments (Fig. 1B, lanes 2 and 5). We used SA1 ChIP-seq dataset^37^ for comparative analysis because of two reasons: (1) SA1 ChIP-seq data recovered over 90% of the SMC3 ChIP-seq peaks^38^ used for the cohesin HiChIP analysis by Mumbach et al.^22^, while also identifying nearly 30000 additional binding sites (Supplementary Fig. 1B), and (2) the corresponding CTCF ChIP-seq was available for the same experimental setup enhancing the reliability of our comparative analyses by reducing potential batch effects. The summary of the HiChIP and ChIP-seq experiments used in this study is provided in Supplementary Table 1.

### Dual cross-linking protocol improves cohesin ChIP efficiency and enables successful detection of cohesin HiChIP peaks

To improve the quality of the cohesin HiChIP experiment, we tested a modified HiChIP protocol (Supplementary Fig. 1C) that includes an additional cross-linking agent to formaldehyde (FA) - ethylene glycol bis(succinimidyl succinate) (EGS), which previously improved signal-to-noise ratio in ChIP experiments^39,40^. The dual cross-linking protocol was also used for the ChIA-PET experiments^37,41^, and it was recently shown to improve the quality of the Hi-C experiment^42^. For clarity, we have referred to the modified HiChIP protocol as FA-EGS HiChIP or dual cross-linking HiChIP (dcHiChIP) to distinguish it from the standard protocol. We performed cohesin FA-EGS HiChIP experiments for the HG00731 LCL in two biological replicates. 

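HG00731, a lymphoblastoid cell line (LCL), was fixed for SMC1 FA-EGS HiChIP with 1% FA for 15 min and 2 mM EGS for 45 min, and for CTCF HiChIP with 1% FA for 10 min. SMC1 is a subunit of cohesin. Both targets had 2 biological replicates. For each target the authors aligned the reads to hg38 with BWA-MEM 0.7.17, kept alignments with a MapQ over 30 and removed duplicates. They called peaks with MACS3 3.0.1 at a q-value of 0.01, with an extension size of 200 bp, no model and no input sample. The deposited peak list of each target pools the reads of both replicates, so no value drawn from it has a spread between replicates. It gives the position, the summit, the fold enrichment at the summit over the local background and the -log10 q-value of each peak. No count of reads per replicate is part of the lists, and the number of reads per experiment is in Supplementary Table 2. From these lists, medians are given with a 95% interval from the binomial distribution of the ranks, and shares with a 95% Wilson confidence interval. These intervals cover counting error only. The number of peaks in each list limits them, and no test between SMC1 and CTCF was made, because each target has 1 pooled list.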

By visual inspection in the genome browser and using the Pearson correlation coefficient, we confirmed a high reproducibility between two replicates for the following experiments: (1) cohesin FA-EGS HiChIP for HG00731, (2) CTCF HiChIP for HG00731, (3) cohesin^22^ and (4) CTCF^34^ HiChIP for GM12878 (Supplementary Fig. 1A and D). Therefore, we pulled both replicates for further analysis. Cohesin HiChIP experiments in REC-1 and HCC1599 cell lines^35^ were performed in one replicate and, as such, were used in the following analysis.

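The fold enrichment of the called peaks over the local background was taken as a measure of their signal over noise. It covers called peaks only, and the lists differ in their number of peaks and, in the paper's Supplementary Table 2, in their number of reads, so their medians are not measured at equal depth. The median was 3.33 (95% interval from 3.31 to 3.33) for SMC1 FA-EGS HiChIP, with quartiles of 2.61 and 4.76. For CTCF HiChIP the median was 5.00 (95% interval from 4.95 to 5.05), with quartiles of 3.39 and 8.30. With as many peaks of the highest -log10 q-value taken from the SMC1 list as the CTCF list holds, an alternative chosen after the medians were seen and the setting that moved them most, the SMC1 median was 4.20 (95% interval from 4.19 to 4.22). In the first window of Fig. 1B, on chromosome 19 from 45417401 to 45717713 of hg38, the 37 SMC1 peaks had a median fold enrichment of 3.66 and the 25 CTCF peaks one of 6.77. The SMC1 peak with the highest -log10 q-value in this window, from 45478101 to 45479765, had a fold enrichment of 7.41 and its summit in an exon of ERCC1, 37 bp from a transcription start. The CTCF peak with the highest -log10 q-value there, from 45523441 to 45524162, had a fold enrichment of 12.5 and its summit in an exon of VASP. The second window of Fig. 1B, on chromosome 19 from 43508033 to 43658922, held 14 SMC1 peaks with a median fold enrichment of 3.29 and 12 CTCF peaks with one of 3.74. In the third window, on chromosome 17 from 49677416 to 49727883, 4 SMC1 peaks had a median fold enrichment of 4.84 and 4 CTCF peaks one of 5.95. Among the windows of Supplementary Fig. 1A, the median fold enrichment of SMC1 peaks was 7.28 against 7.84 for CTCF peaks in the first and 4.79 against 11.2 in the second. In the third, on chromosome 7 from 4600000 to 4650000, it was 5.19 for 4 SMC1 peaks against 3.69 for 6 CTCF peaks. The cohesin FA HiChIP experiments of other cell lines are not analysed here.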

Genome browser inspection revealed a higher signal-to-noise ratio in cohesin FA-EGS HiChIP compared to cohesin FA HiChIP experiments, achieving comparable signal-to-noise levels to CTCF HiChIP data (Fig. 1B, Supplementary Fig. 1A). To further assess the quality of the dcHiChIP data, we also compared it with cohesin and CTCF ChIP-seq experiments for GM12878 LCL, as ChIP-seq data were not available for HG00731 LCL. Analysis using the Pearson correlation coefficient (Fig. 1C) showed the strongest correlations between cohesin and CTCF HiChIP or cohesin and CTCF ChIP-seq data from the same cell line (GM12878 and HG00731). Interestingly, HG00731 cohesin FA-EGS HiChIP correlated better with GM12878 cohesin ChIP-seq (*r* = 0.70) than with GM12878 cohesin HiChIP (*r* = 0.46), despite differences in LCL sources. Moderate correlation was also found between HG00731 cohesin dcHiChIP and GM12878 cohesin HiChIP (*r* = 0.46), while lower correlations were observed with REC-1 and HCC1599 cohesin HiChIP (0.24 and 0.14, respectively). These findings suggest that dual cross-linking improves cohesin HiChIP signal quality. Limited correlation between cohesin dcHiChIP and standard HiChIP is likely due to lower signal-to-noise in the latter.

To better understand the difference between dcHiChIP and standard cohesin HiChIP we performed peak calling using the MACS3 algorithm. As no input sample is generated in the HiChIP experiment, the MACS3 function for calculating the local background of the HiChIP sample (λ_local_) was used for peak enrichment analysis. The high overlap between peaks, called in separate replicates further confirmed the reproducibility of the HiChIP experiments (Supplementary Fig. 2). 

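The peak list of SMC1 FA-EGS HiChIP held 97364 peaks with a median width of 657 bp, and 96855 of them lay on chromosomes 1 to 22 and X. Together these covered 77.1 Mb. At a -log10 q-value of at least 5 there were 81588 peaks, and at a -log10 q-value of at least 10, the threshold that moved the number most, 58013. All 97364 intervals were distinct. For CTCF HiChIP the list held 63555 peaks with a median width of 458 bp. On chromosomes 1 to 22 and X these numbered 62869 and covered 35.3 Mb. With a -log10 q-value of at least 10, 41717 CTCF peaks were left.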

Over 600000 and nearly 100000 peaks were detected for cohesin HiChIP (GM12878) and FA-EGS HiChIP (HG00731), respectively. For the cohesin HiChIP experiment performed in REC-1 and HCC1599 a much lower number of peaks was found (34,379 and 21,281, respectively). For comparison, MACS3 algorithm detected for cohesin and CTCF ChIP-seqs in GM12878 LCL ~60,000 and 67,000 peaks, respectively (Supplementary Table 2). We attribute the difference in peak counts between the HiChIP and ChIP-seq experiments to the biases of the 3 C step, which is not present in the regular ChIP-seq experiment. We were surprised by the high number of peaks detected for cohesin HiChIP in GM12878^22^ despite a rather low signal-to-noise ratio. Indeed, the genome browser view shows that some of the peaks are located in the regions that are not very distinct from the noise (Fig. 1D, lane 2). This was not the case for the FA-EGS HiChIP protocol, where peaks are distinct from the background noise (Fig. 1, lane 1). 

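In the first window of Fig. 1D, on chromosome 5 from 150332698 to 150635698 of hg38, there were 26 SMC1 peaks. Their -log10 q-values lay between 2.91 and 259, with a median of 12.5. The highest belonged to the peak from 150544174 to 150545362, which had a fold enrichment of 10.5. Counting the start of each gene and not of each transcript, the nearest start was that of SYNPO, at 56121 bp. Whether the peak lies within another gene was not examined. In the second window, on chromosome 7 from 55939000 to 56089000, the -log10 q-values of 9 SMC1 peaks lay between 5.55 and 157, with a median of 16.4. The peak with the highest value, from 56004299 to 56005708, had a fold enrichment of 7.17, and PSPH had the nearest gene start, at 46612 bp. The third window, on chromosome 17 from 40160000 to 40210000, held 3 SMC1 peaks with -log10 q-values between 124 and 212. Their median fold enrichment was 7.36, against 3.62 in the first window and 3.69 in the second. The read coverage between the peaks is not part of the peak list, so the background itself was not measured here.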

We hypothesise that the combination of the low signal-to-noise ratio of the data and the lack of input control may be a reason why the MACS algorithm detected so many peaks in this particular HiChIP experiment.

Importantly, 74% of the cohesin ChIP-seq peaks overlapped with the cohesin FA-EGS HiChIP peaks (Fig. 1E). We consider this a significant overlap taking into account that the experiment was performed in different LCLs (GM12878 vs. HG00731) and using different experimental protocols and antibodies targeting different cohesin subunits (SA1 vs. SMC1). For comparison, the overlap between cohesin HiChIP and ChIP-seq peaks for the GM12878 cell line was slightly lower (70%), although data were derived from the same cell line and that the number of HiChIP peaks was much higher (Fig. 1F). From this analysis we conclude that SMC1 dcHiChIP accurately detects cohesin binding sites. Moreover, this analysis indicates that when HiChIP data have a high signal-to-noise ratio, as is the case for the cohesin FA-EGS HiChIP, the lack of input control is not an obstacle to reliable HiChIP peak detection by the MACS peak calling algorithm.

To verify the influence of dual cross-linking on ChIP step efficiency in the HiChIP protocol, we analysed the enrichment of cohesin (SMC1) GM12878 HiChIP and HG00731 FA-EGS HiChIP reads around cohesin (SA1) GM12878 ChIP-seq peaks^36^. Strikingly, the enrichment of cohesin HG00731 FA-EGS HiChIP reads around GM12878 cohesin ChIP-seq peaks was substantially higher compared to GM12878 cohesin HiChIP (Fig. 1G). Furthermore, the significance levels of the set of peaks measured using the q-value parameter (MACS3) showed the highest score for FA-EGS HiChIP compared to other HiChIP samples (Fig. 1H). 

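For SMC1 FA-EGS HiChIP the median -log10 q-value over all peaks was 13.7 (95% interval from 13.5 to 13.9). The lower quartile was 6.31, the upper quartile 35.8, and the lowest value 2.01. For CTCF HiChIP of the same LCL, which is not among the samples of Fig. 1H, the median was 19.4 (95% interval from 19.0 to 19.8), with quartiles of 6.91 and 67.3. On chromosomes 1 to 22 and X alone the medians were 13.7 for SMC1 and 19.6 for CTCF. Peaks of 1 list are not replicates, so no test was made. From the q-values, the enrichment of reads around ChIP-seq peaks and the fingerprint analysis, the paper reasons that the additional cross-linking step raises the efficiency of the ChIP step.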

We also performed Fingerprint analysis^43,44^. According to this tool the better the quality of the ChIP sample is, the smaller the area under the curve (AUC) and the higher the elbow point it presents. As a reference we used the cohesin ChIP-seq experiment which, as expected, showed the highest quality. The FA-EGS HiChIP showed the best quality among the cohesin HiChIP examined (Fig. 1I). These results indicate that the efficiency of the ChIP step in the cohesin FA HiChIP protocol is limited and that the dual cross-linking step improves it. Our results confirm that HiChIP provides reliable information about cohesin binding to DNA, as previously reported^22^. We conclude that FA-EGS cross-linking improves the signal-to-noise ratio, increases the efficiency of ChIP step in cohesin HiChIP experiment and enables reliable detection of HiChIP peaks.

### Dual cross-linking HiChIP protocol improves detection of cohesin-mediated loops

In order to detect loops (significant interactions) connecting two distant genomic fragments (anchors), we used three independent algorithms: (1) nf-HiChIP and (2) ChIA-PIPE^29^, tools specifically designed to process experiments targeting protein-mediated interactions (such as HiChIP, PLAC-seq or ChIA-PET) as well as, (3) Juicer^27^, an algorithm originally developed for Hi-C samples. The first algorithm, nf-HiChIP, is based on MAPS^28^—an algorithm used for loop calling - which takes as input mapped, paired and filtered reads, as well as the binding site information of the protein of interest (usually ChIP-seq experiment). The nf-HiChIP extends the algorithm by allowing the input to be raw sequences, calculating all the necessary preprocessing steps automatically. Identified interactions have at least one anchor that is enriched in a given protein factor. 

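The nf-HiChIP loops of HG00731 come as a list labelled SMC1 and a list labelled CTCF. MAPS was run by the authors on the pooled reads of both replicates, with the HiChIP peaks of the same sample and anchors of 5 kb. For each pair of bins the deposited lists give the count of read pairs, the number of read pairs that the MAPS regression expects, a false discovery rate and the -log10 P of its cluster. The number of loops in each list is the one that Supplementary Table 5 gives for the other target, so the lists are named here by their labels and set beside the peaks of the labelled target. The list labelled SMC1 sums to 788356 read pairs, with 12 to 426 per loop and a median of 21. The list labelled CTCF sums to 2666327 read pairs, with 12 to 850 per loop and a median of 23. Observed over expected read pairs had a median of 4.00 in the list labelled SMC1 and 4.03 in the list labelled CTCF. An SMC1 peak overlapped at least 1 anchor by at least 1 bp in 99.96% of the loops labelled SMC1 (95% Wilson confidence interval from 99.93% to 99.98%), all but 11. A CTCF peak did so in 95.3% of the loops labelled CTCF (from 95.2% to 95.5%), all but 3745. Both anchors had such a peak in 67.3% and 47.7% of the loops, the setting that lowered the shares most. With the loop lists exchanged between the targets, an alternative chosen after the loop numbers were seen, the share was 100% for SMC1 and 100% for CTCF.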

Juicer, on the other hand, generates interaction matrices (contact maps) which are then processed by a loop-calling algorithm (HiCCUPS). It identifies interactions by detecting groups of pixels representing the most frequent interactions, visible as “dots” on the contact maps. Therefore, loop detection by Juicer is independent of ChIP-seq peaks. ChIA-PIPE takes paired-end reads and provides clusters of the paired-end tags (PETs). It then merges overlapping PETs to determine the PET counts of potential chromatin contacts (or “looping”) frequency between two anchor loci involved in chromatin interaction to estimate the strength of the loop.

We developed a multipurpose, Nextflow-based^31^ pipeline called nf-HiChIP (https://github.com/SFGLab/nf-hichip) designed for NGS sequencing data analysis which performs (i) peak calling for ChIP-Seq and HiChIP data (ii) loop calling (i.e., identification of significant contacts) from HiChIP data and (iv) 2D contact matrix (i.e. hic file) (Supplementary Fig. 3). The nf-HiChIP pipeline is compatible with multiple samples and replicates, streamlining the analysis of large datasets through automation. Implemented in Python3^45^ and using Nextflow, the pipeline excels at managing complex data workflows. Nextflow facilitates task scheduling and dependency resolution while providing robust error handling mechanisms—essential for large-scale analyses. The pipeline is structured into well-defined tasks, allowing for efficient error correction and resumption of the process from the last successfully completed task, eliminating the need to restart the analysis from scratch. The use of the pipeline is straightforward—installing can be done using 3 commands as shown in Nextflow documentation, and running HiChIP pipeline requires a sample design file. The rest of the workflow is fully automated, so the only input required is a.csv file describing the experiment and fastq files.

In our pipeline, in the loop calling step, we decided to use HiChIP peaks instead of ChIP-seq peaks. We reasoned that this solution would be particularly advantageous when the (1) ChIP-seq data is not available for the cell line and/or antibody of interest, (2) the available ChIP-seq data is of poor quality, or (3) the particular cell line has a slow proliferation rate and it is difficult to grow sufficient cell number for ChIP-seq and HiChIP experiments in parallel. To test whether this approach reliably detects chromatin interactions, we analysed the CTCF HiChIP (GM12878) sample, which has a high signal-to-noise ratio and for which CTCF ChIP-seq peaks are publicly available. We compared loops detected by the nf-HiChIP algorithm with CTCF ChIP-seq or CTCF HiChIP peaks and found that the overlap reached 98% (Supplementary Table 3). Additionally, we tested the similarity between nf-HiChIP loops (peak-dependent algorithm) and HiCCUPS loops, which are independent of peaks. For the HiCHIP samples analysed in this study, we have found that approximately 75% to 90% of nf-HiChIP loops were common with HiCCUPS loops (Supplementary Table 4, Supplementary Fig. 4) further validating the reliability of loops detected by nf-HiChIP using HiChIP peaks instead of ChIP-seq peaks. This confirms that when a HiChIP sample has a high signal-to-noise ratio, loop-calling analysis with nf-HiChIP can be performed using HiChIP peaks from the same sample instead of using ChIP-seq peaks from additional experiments.

Visual inspection in the IGV and Juicebox genome browsers shows that all three algorithms detected more chromatin interactions in the FA-EGS HiChIP sample, compared to the other cohesin HiChIP samples analysed (Fig. 2A, B, Supplementary Figs. 5A, B, 6A, B and 7A, B). Indeed, in cohesin dcHiChIP (HG00731), the number of detected loops was at least twice as high as in the other cohesin HiChIP experiments analysed and was 80487, 43148 and 179516 for nf-HiChIP, HiCCUPS and ChIA-PIPE, respectively (Supplementary Table 5). 

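The loop list labelled SMC1 held 28012 loops and the list labelled CTCF 80487. In both lists every pair of 5 kb bins was distinct and no loop spanned more than 1 Mb. The median span was 130 kb in the list labelled SMC1 (95% interval from 130 to 130 kb), with quartiles of 70 and 215 kb. In the list labelled CTCF it was 125 kb (95% interval from 125 to 130 kb), with quartiles of 70 and 220 kb. Counting only loops with at least the median number of read pairs of their list left 14953 and 41407. In the window of Supplementary Fig. 7, on chromosome 14 from 55500000 to 61120000, 17 loops labelled SMC1 and 163 labelled CTCF lay between 216 SMC1 and 131 CTCF peaks. The longest loop labelled SMC1 joined the bins from 27695001 to 27700000 and from 28695001 to 28700000 on chromosome 11, with 17 read pairs against 1.47 expected. The gene starts nearest to its anchors belong to BDNF and LINC02742. The same bins were joined in the list labelled CTCF by 31 read pairs against 1.68 expected. From the number of loops and their aggregate strength, the paper concludes that dual cross-linking improves loop detection in cohesin HiChIP.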

The enrichment score of detected loops was calculated using aggregate peak analysis (APA,^6^) with nf-HiChIP, Juicer, and ChIA-PIPE loops based on interaction maps generated by Juicer software. In cohesin FA-EGS HiChIP, the aggregate loop strength was significantly better as compared to the remaining cohesin HiChIP experiments. It was comparable (in some cases even better) to the APA scores obtained for CTCF HiChIP experiments (Fig. 2C, Supplementary Figs. 5C and 6C). Therefore, in the cohesin HiChIP experiment, dual cross-linking improves loop detection in terms of loop number and strength in comparison to the FA cross-linking. To assess the robustness of our results across different loop-calling algorithms, we repeated our analyses using hichipper^46^, FitHiChIP^47^, and cLoops2^48^. We achieved a comparable number of identified interactions (Supplementary Table 5) and APA scores for the cohesin FA-EGS HiChIP experiment (Supplementary Fig. 8), indicating the reliability of our method across different loop-calling algorithms.

**Fig. 2:**
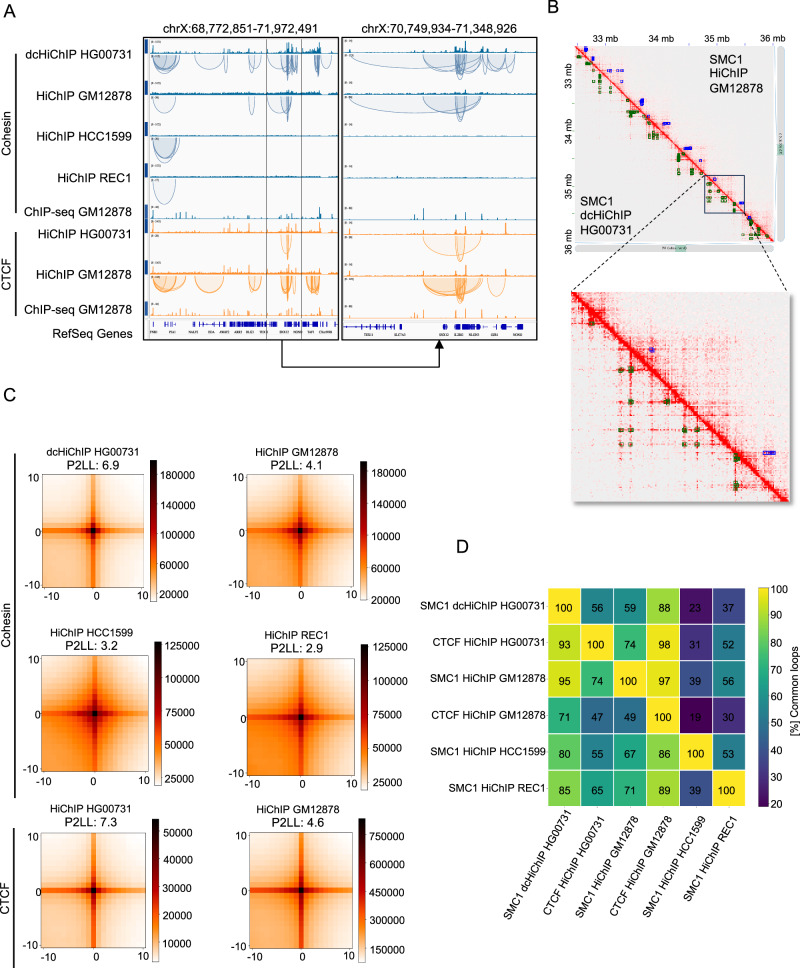
FA-EGS crosslinking HiChIP protocol improves cohesin-mediated loop detection. **A** IGV browser coverage tracks and nf-HiChIP loops of the indicated HiChIP samples and read coverage tracks for SA1 and CTCF GM12878 ChIP-seq experiments. **B** Juicebox interaction maps at 5 kb resolution of the example region for the indicated cohesin HiChIP samples. Loops (nf-HiChIP) are shown as green (SMC1 HiChIP HG00731) or blue (SMC1 HiChIP GM12878) rectangles. **C** APA analysis performed using loops identified by nf-HiChIP for the indicated cohesin and CTCF HiChIP samples. The APA score P2LL (peak to left lower corner) is the ratio of the central bin to the average of the lower left corner and indicates the strength of the loop. **D** Overlap between loops (with 15 kb tolerance) called by nf-HiChIP in the indicated datasets. A single cell in the matrix represents the percentage of loops in the row sample that overlap with one or more loops from the column sample. Note that the matrix is not symmetric, as one-to-many overlaps are possible.

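With a tolerance of 15 kb at each anchor, 42981 of the loops labelled CTCF, 53.4%, overlapped a loop labelled SMC1 (95% Wilson confidence interval from 53.1% to 53.7%). In the other direction, 25695 of the loops labelled SMC1, 91.7%, overlapped a loop labelled CTCF (from 91.4% to 92.0%). When the loops of the compared list were rotated along each chromosome 100 times, the shares had a mean of 1.76% and a maximum of 2.66% in the first direction, and a mean of 4.51% and a maximum of 6.52% in the second. Without a tolerance, which lowered them most among the alternatives set before the data were examined, the shares were 24.0% and 69.0%.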

Visual examination of the loops in the genome browser identified from nf-HiChIP and HICCUPS with the fixed anchor size of 5 kb suggested that, despite the differences in the number of contacts detected (Supplementary Table 5), there is a high degree of concordance in contact localisation between cohesin FA-EGS HiChIP and other cohesin HiChIP experiments analysed (Fig. 2A, B, Supplementary Fig. 5A, B). Whereas in ChIA-PIPE the identified loops are with flexible anchor size and number of cohesin FA-EGS HiChIP loops was quite high as compared to other cohesin HiChIP samples (Supplementary Table 5) and ChIA-PIPE loops were more densely packed (Supplementary Fig. 6A, B). Indeed, using the nf-HiChIP pipeline, the loop overlap between cohesin FA-EGS HiChIP (HG00731) and cohesin HiChIP obtained for GM12878, REC-1 and HCC1599 was 95%, 80% and 85% respectively (Fig. 2D). We observed similar concordance in HiCCUPS interactions (Supplementary Fig. 5D). Within the interactions identified from ChIA-PIPE we identified similar behaviour but with lower overlap percentage with the short read sequencing samples HCC1599 and REC-1 (Supplementary Fig. 6D). This confirms the reliability of the improved HiChIP protocol and indicates that it allows for the generation of more complex maps of cohesin-mediated chromatin contacts than the standard one. The comparison between cohesin FA-EGS HiChIP and FA HiChIP shows that the general pattern of the sequencing signal on the interaction matrices is similar between experiments, but standard protocol produces a more diffused signal (Fig. 2B and Supplementary Figs. 5B, 6B and 7A, B).

Of note, not all peaks called from the raw sequencing data will be involved in chromatin interactions. 

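A peak was counted as a 3D peak when it overlapped an anchor of the loop list with its label by at least 1 bp. Of the SMC1 peaks, 21335 (21.9%, 95% Wilson confidence interval from 21.7% to 22.2%) were 3D peaks of the list labelled SMC1, which has 26210 distinct anchors. Of the CTCF peaks, 34790 (54.7%, from 54.4% to 55.1%) were 3D peaks of the list labelled CTCF, which has 61350 distinct anchors. With the anchors rotated along each chromosome 100 times, between 4.88% and 6.12% of SMC1 peaks and between 10.5% and 12.9% of CTCF peaks overlapped an anchor. Among the alternatives set before the data were examined, the share moved most with peaks of a -log10 q-value of at least 10, to 29.7% for SMC1 and 65.5% for CTCF. With the loop lists exchanged between the targets, chosen after the loop numbers were seen, the order of the targets turned round, with 51.0% of SMC1 peaks and 27.7% of CTCF peaks.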

Analysis of the proportion of HiChIP peaks that localise inside the loop anchors (3D peaks) detected by nf-HiChIP revealed that this percentage was the highest for cohesin FA-EGS HiChIP (51%), followed by cohesin HiChIP in HCC1599 and CTCF HiChIP in GM12878 (39% and 28% respectively). The lowest proportion of the 3D peaks within HiChIP anchors was observed for both CTCF and cohesin HiChIP peaks in GM12878 LCL and cohesin HiChIP in REC-1 which are 15%, 11% and 17% respectively (Supplementary Table 2). Interestingly, 3D peaks present higher cohesin or CTCF enrichment than peaks that are not involved in chromatin interactions (Supplementary Fig. 9A). 

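The median -log10 q-value was 38.3 for SMC1 3D peaks and 11.1 for the other SMC1 peaks. 3D peaks were also wider, with a median of 962 bp against 595 bp, and a wider peak meets an anchor more easily. With the non-3D peaks weighted to the width deciles of the 3D peaks, their median was 20.0 and the ratio of the medians 1.91. For CTCF the median was 41.0 for 3D peaks, with a median width of 592 bp, and 10.0 for the others, with a median width of 350 bp. After the same weighting the median of the non-3D peaks was 20.1 and the ratio 2.04. The median of the 3D peaks lay above that of every 1 of 10000 random sets of peaks of the same number and width deciles, which reached at most 23.9 for SMC1 and 31.0 for CTCF. This percentile describes the pooled lists and is not a p-value across conditions. The loops were called from reads and peaks of the same experiments, and none has under 12 read pairs. Peaks with more reads may thus reach the loop lists more easily, and matching on width does not remove this. Without the matching on width, the ratios were 3.46 and 4.09. With the loop lists exchanged between the targets, chosen after the loop numbers were seen, the medians of 3D and non-3D peaks were 25.9 and 8.35 for SMC1. For CTCF they were then 58.0 and 14.5. In terms of fold enrichment, the ratios matched on width were 1.03 for SMC1 and 1.17 for CTCF.

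**Figure D1:**
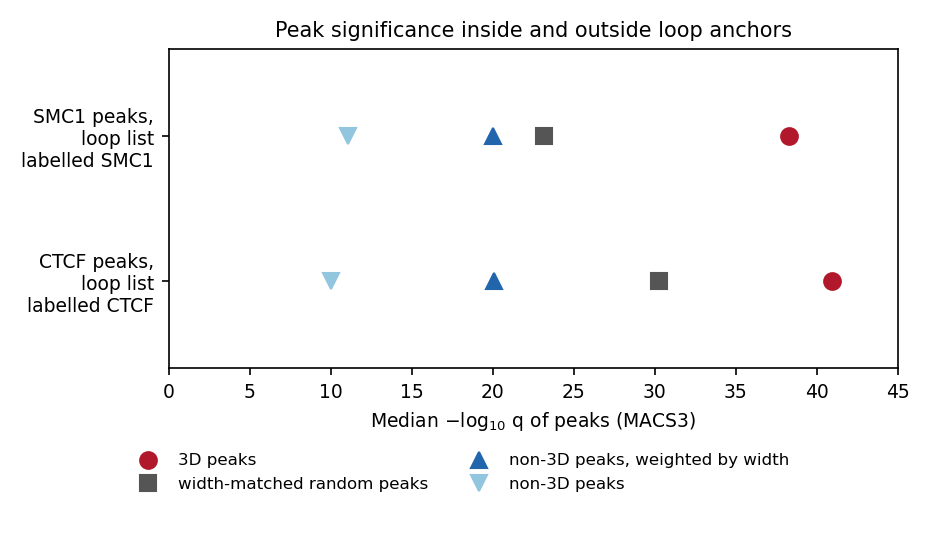
Median -log10 q-value (horizontal axis) of 3D peaks, of width-matched random sets of peaks, and of non-3D peaks with and without weighting by width, for SMC1 peaks with the loop list labelled SMC1 and CTCF peaks with the loop list labelled CTCF. The 3D peaks lie at 38.3 and 41.0 and the weighted non-3D peaks at 20.0 and 20.1.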

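CTCF motif orientation at the anchors was scored with a motif of 19 bp learned from the deposited CTCF summits on odd-numbered autosomes, because the paper's text names no matrix. The best hit of at least 7 bits was taken per anchor, forward being the strand with more G than C. As set before the data were examined, the motif was learned from the 50 bp on either side of all 32448 summits. It came out as the purine-rich pattern AGGAGGCAGAGGAAGGAGG with 7.61 bits of information. Every loop of both lists had a hit of it at both anchors, so its hits do not set loops apart, and its orientation cannot be read as that of CTCF sites. With it, 24.0% of the loops labelled SMC1 (95% Wilson confidence interval from 23.5% to 24.5%) and 24.4% of the loops labelled CTCF (from 24.1% to 24.7%) were convergent. Random re-pairing of the left and right anchors within each chromosome gave means of 23.9% and 24.4% over 1000 draws, with the observed share at percentiles of 74.9 and 64.8. A second motif was learned from the 3000 summits with the highest -log10 q-value, a choice made after the first motif and the summit sequences were seen and before any orientation was counted. It read TGGCCACCAGGGGGCGCCA and held 12.9 bits. With this motif, both anchors had a hit in 27621 loops labelled SMC1, of which 48.2% (from 47.7% to 48.8%) were convergent and 7.89% divergent. Of the 78389 such loops labelled CTCF, 47.3% (from 47.0% to 47.7%) were convergent and 8.46% divergent. Re-pairing that keeps each anchor on its side gave means of 49.2% and 48.2%, above the observed shares in all 1000 draws. It keeps the forward motifs on the left and the reverse motifs on the right, and so tests only whether the anchors of a loop match each other beyond their side. When an anchor could fall on either side, an alternative chosen after these values were seen, the observed shares with the second motif lay above all 1000 draws. At a minimum of 13 bits the second motif gave convergent shares of 63.3% and 65.1%.

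**Figure D2:**
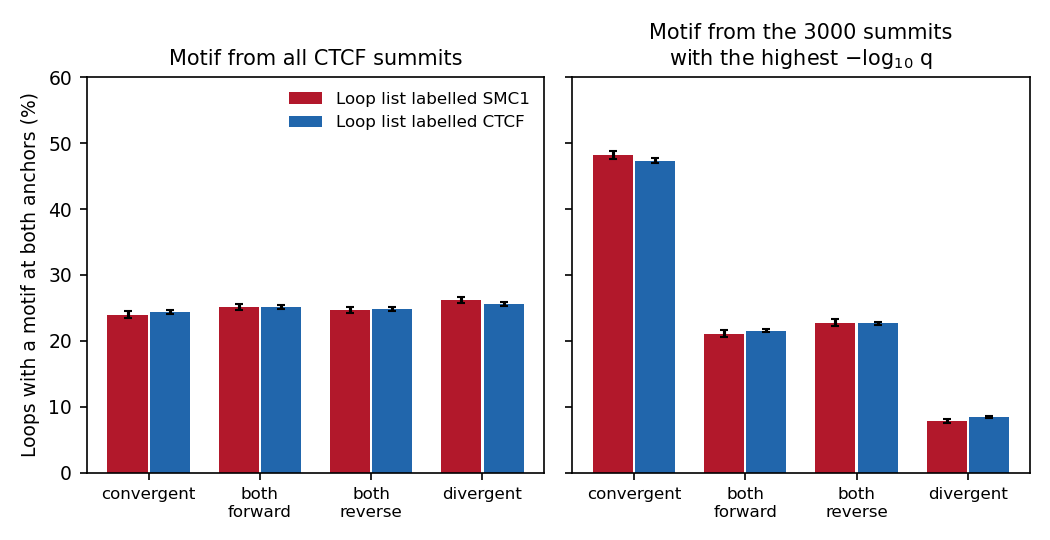
Percentage of loops with a motif at both anchors (vertical axis) by orientation, for the motif from all CTCF summits and the motif from the 3000 summits with the highest -log10 q-value. Bars give the loop lists by label, and error bars the 95% Wilson confidence interval. Convergent loops stand at 24.0% and 24.4% with the first motif and at 48.2% and 47.3% with the second.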

As expected, the analysis of CTCF motif orientation within loop anchors revealed that CTCF motifs are positioned predominantly in convergent orientation for all the HiChIP experiments analysed (Supplementary Fig. 9B, Supplementary Table 6). Additionally, Chromatin loops were identified and categorized as Enhancer-Promoter (EP) or Promoter-Promoter (PP) across different cell lines using three loop-calling methods (Supplementary Table 7). 

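A loop was counted as Promoter-Promoter when each of its anchors lay within 1 kb of a transcription start of a protein-coding transcript in GENCODE release 44. The ChromHMM states that the authors used to define promoters and enhancers are not used here, so Enhancer-Promoter loops were not counted. This held for 2626 loops labelled SMC1, a share of 9.37% (95% Wilson confidence interval from 9.04% to 9.72%). In the list labelled CTCF it held for 5812 loops, a share of 7.22% (from 7.04% to 7.40%). With the starts of all annotated genes, the setting that moved the shares most, they were 24.4% and 19.4%. With a start required inside the anchor, they were 6.30% and 4.99%.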

Approximately 40–50% of the loops identified by nf-HiChIP and HiCCUPS were classified as EP or PP, whereas the proportion was slightly lower for ChIA-PIPE (around 20–35%), likely due to the higher overall number of loops identified by this method. These findings provide deeper insights into the biological relevance of these loops.

### Dual cross-linking HiChIP protocol reveals architectural stripes in more detail

To assess the quality of the FA-EGS HiChIP data with respect to the detection of structures above the loop level, we perform the calling of architectural stripes. Stripe calling was performed on the cohesin HiChIP datasets using the Stripenn tool^30^, which is based on image processing, and a novel method recently developed in our laboratory called gStripe, based on graph analysis (see Materials and Methods for details). Stripenn uses as input the heatmaps generated by Juicer, while gStripe operates on loops obtained in previous steps from either nf-HiChIP, HiCCUPS or ChIA-PIPE tools.

First, we compared how many stripes could be extracted from each dataset. The number of stripes called by Stripenn in the cohesin FA-EGS HiChIP sample (HG00731) is 8% lower than in the cohesin HiChIP (GM12878) sample (3603 vs 3908), but more than two and three times higher in comparison to REC-1 and HCC1599 cohesin HiChIP samples, respectively (Fig. 3A, Supplementary Table 8). On the other hand, gStripe consistently detected many more stripes in cohesin datasets derived from FA-EGS HiChIP, regardless of the loop-calling tool used. In particular, gStripe detected two to four times more stripes for cohesin FA-EGS HiChIP compared to standard cohesin HiChIP (GM12878) using nf-HiChIP, HiCCUPS and ChIA-PIPE input loops.

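The gStripe procedure was written anew from the description in the methods and run on the nf-HiChIP loops. It used a stripe_score of at least 0.45, a cross_score of 0.9, a length of at least 20 kb and at least 2 leaves. It gave 4299 stripes with a median length of 170 kb from the loop list labelled SMC1 and 10915 with a median length of 180 kb from the list labelled CTCF. Among the alternatives set before the data were examined, calling without merging of adjacent stripes moved the numbers most, to 6302 and 18230. With a stripe_score of at least 0.55 there were 3652 and 8348. The paper counts 4187 stripes for SMC1 and 80487 SMC1 loops, the number that the list labelled CTCF holds. From that list the procedure gave 10915, so the nearness of 4299 to 4187 does not show that it reproduces gStripe. On simulated loops the procedure found 40 of 40 planted stripes. These stripes lay apart with no other loops, so the simulation tests neither crowded or nested stripes nor the match with the authors' program. The loops of the other cell lines are not analysed here.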

**Fig. 3:**
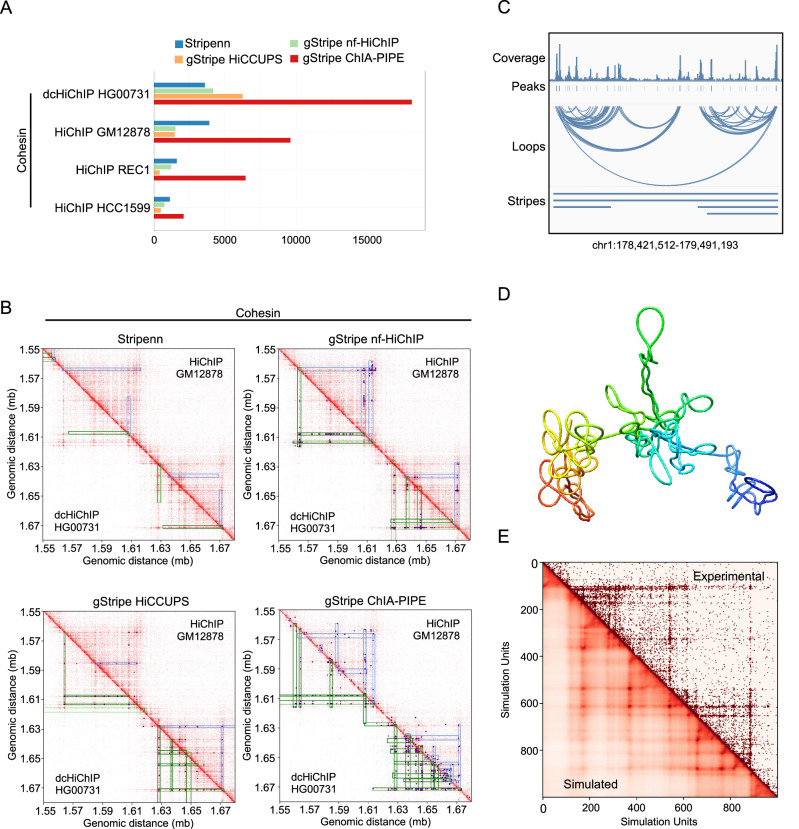
FA-EGS crosslinking HiChIP protocol improves stripe detection and enables the building of accurate loop extrusion models. **A** Number of stripes called by Stripenn and gStripe for the cohesin HiChIP datasets analysed in this study. gStripe results were calculated using nf-HiChIP, HiCCUPS or ChIA-PIPE loops as an input. **B** Juicebox interaction maps at 5 kb resolution and the stripes of the exemplary region (chr6: 15,550,000-16,850,000) for the cohesin HiChIP samples. Lower (below diagonal) and upper (above diagonal) corners present SMC1 FA-EGS HiChIP (HG00731) and SMC1 HiChIP (GM12878), respectively. Stripes were called by the algorithms indicated above the maps. Each stripe set is shown on top of data used to generate it: the interaction heatmap and, in the case of gStripe, the nf-HiChIP, HiCCUPS or ChIA-PIPE loop set (blue dots). **C** IGV browser view of the example region for SMC1 HG00731 FA-EGS HiChIP sample used for loop extrusion modelling. The first three tracks show the output of the nf-HiChIP pipeline: read coverage, peaks called by MACS3 and loops called by nf-HiChIP. The fourth track shows the stripes identified by gStripes (with the nf-HiChIP loop set). **D** Final structure obtained after running LoopSage simulation for the region and sample indicated in panel (**C**). **E** Experimental (above diagonal) versus simulated(below diagonal) heatmaps (at the 5 kb resolution) for the region and data shown in panel C.

To get a more complete picture, we visually compared the stripe regions obtained from both protocols, and constructed pileup plots of the stripe domains in line with the methodology used in Stripenn^30^. The plots show the interaction matrix signal averaged over the stripe domains in each dataset (Supplementary Fig. 10). Crucially, we observed that the plots for cohesin FA-EGS HiChIP (HG00731) have sharper and more distinct stripe features than those obtained from cohesin FA HiChIP (GM12878), regardless of the stripe calling method. Moving further to visual inspection of individual stripes, we noticed, that often what appears as a smooth stripe signal in the standard HiChIP, often contains chains of distinct dots (loops) in FA-EGS HiChIP, (see e.g. the uppermost stripe in Fig. 3B or Supplementary Fig. 11A). Indeed, the Stripenn stripes in cohesin FA-EGS HiChIP (HG00731) contain 1.5, 1.8 and 2.6 times (for HiCCUPS, nf-HiChIP and ChIA-PIPE loops respectively) more loops per unit of area on the heatmap, than in cohesin FA HiChIP (GM12878, see Supplementary Table 9). As the image processing based Stripenn method expects a smooth signal, some of these stripes may be disturbed. However, they can be recovered by gStripe. This is consistent with the pileup plots, where the Stripenn stripes appear as wide, blurry flares, while gStripe stripes are thin and sharp. Likewise, it is in agreement with our preliminary observation that the FA-EGS HiChIP data appear to be more sensitive to changes in the parameters of Stripenn: within the same set of parameters of stripe calling, the ratio of the highest to lowest number of stripes called was 15.3 for HG00731 and only 2.5 for GM12878 (see Supplementary Table 9 for the full summary).

Next, we investigated how the stripes are situated in relation to each other, by calculating the proportion of stripes located within the domain of another, larger stripe (see Fig. 3B for an example). The stripe domain is defined as the range of coordinates from the stripe anchor to the end of the stripe. We found that a substantial proportion of the gStripe stripes are located within the domain of a larger stripe (between 57% when using nf-HiChIP loops, to up to 86% for ChIA-PIPE loops in cohesin FA-EGS HiChIP in HG00731 and between 38% and 70% for cohesin FA HiChIP in GM12878 respectively). 

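Of the stripes from the loop list labelled SMC1, 1372 lay within the domain of a larger stripe, a share of 31.9% (95% Wilson confidence interval from 30.5% to 33.3%). From the list labelled CTCF it was 5430 stripes, a share of 49.7% (from 48.8% to 50.7%). Without merging of adjacent stripes the shares rose to 43.6% and 61.2%, and with a stripe_score of at least 0.55 they fell to 27.7% and 42.9%.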

We can therefore conclude that they often colocalise. On the other hand, the percentage of colocalized Stripenn stripes is lower: 21% for cohesin FA-EGS HiChIP (HG00731) and 31% for cohesin standard HiChIP (GM12878). In summary, the additional stripes detected by gStripe in cohesin dcHiChIP (HG00731) are smaller and more often colocalized within larger ones, especially when using a dense loop set such as the ChIA-PIPE, in comparison to standard cohesin HiChIP (Fig. 3B and Supplementary Fig. 11A).

Moreover, to assess the reliability of the stripe detection, we check how many stripes from one dataset can be found in other sets. We look both at the overlap of individual stripe anchors and whole stripe domains. In the cohesin FA-EGS HiChIP (HG00731) Stripenn found approximately 49% of the stripes and 74% of the stripe domains detected in GM12878, 52% stripes and 78% domains from REC-1 HiChIP, and 43% stripes and 76% domains from HCC1599. For the gStripe algorithm, the degree of stripe overlap depends on the input loops set, but in general the overlap of stripes with the FA-EGS HiChIP (HG00731) was higher for cohesin HiChIP in GM12878 (e.g. 75% for nf-HiChIP loops) than for REC-1 and HCC1599 loops (e.g. 59% and 51% respectively, for nf-HiChIP). In the case of stripe domains, the overlap is very high: from 82% of HCC1599 domains recovered in HG00731 (using the HiCCUPS loop set) up to 98% of GM12878 domains (also for the HiCCUPS loops). The high overlap confirms the validity of the detected stripes.

Importantly, gStripe is able to recover a substantial number of GM12878 stripes (up to 88% when using HiCCUPS loop set) and stripe domains (98%, also for the HiCCUPS loop set) Since gStripe detected more stripes in FA-EGS HiChIP (HG00731), we can say that in this data, the set of visible stripes and stripe domains is extended, as compared to GM12878. A complete set of overlap statistics between stripe anchors and stripe domains are shown in Supplementary Fig. 11B and Supplementary Fig. 11C, respectively. Taken together, our results suggest that the FA-EGS HiChIP experiment provides similar quality of detection for stronger, more uniform stripes using an established image-driven method, Stripenn, while having an advantage in revealing finer, colocalized, stripes and uneven stripe structure when using a graph-based algorithm, gStripe.

Finally, we evaluate the suitability of the three loop callers (nf-HiChIP, HiCCUPS and ChIA-PIPE) for use with gStripe on FA-EGS HiChIP data. While ChIA-PIPE identifies the largest number of stripes, they frequently occupy overlapping domains (86% in the FA-EGS HiChIP sample vs. 57% for nf-HiChIP, see above), which may not always be desirable. In contrast, nf-HiChIP stripes exhibit the highest consistency across datasets, with 51%-75% stripes from GM12878 also present in HG00731, and they show the strongest pile-up plot signal among the gStripe results (Supplementary Fig. 10). Thus, while specific research goals may influence the choice of loop calling method, we generally recommend nf-HiChIP for generating input for gStripe, unless densely packed stripes in large numbers are needed, in which case ChIA-PIPE is a viable alternative.

### Dual cross-linking HiChIP protocol allows us to build accurate loop extrusion models

Finally, we aimed to generate biophysical models of the loop extrusion process to gain deeper insight into the role of cohesin dynamics in chromatin organization. By integrating biophysical modelling with experimental data, we aim to bridge the gap between observed chromatin interactions and the mechanisms that drive them. Usually, to simulate loop extrusion, stochastic models are used^15,25,49–51^, where the cohesin proteins on the chromatin fibre perform one-dimensional random walk motion, and they may unload or load in different regions of chromatin stochastically. For the purpose of this work, we used our recently developed method, LoopSage^32^, which combines stochastic simulation and molecular dynamics with OpenMM. In this model, cohesin rings play the role of loop extruders, and they follow a random walk diffusive motion, whereas CTCF acts as orientation-dependent barriers for its motion^17,52^. It also assumes that the position of CTCF proteins is more stable in comparison to cohesin complex^53,54^.

Importantly, inspired by the report by Gibcus et al.^38^, and publications of Samejima et al.^55^, Hildebrand et al. ^56^, Dekker and Mirny (2024)^57^ we have refined our original LoopSage method by introducing two different classes of loop extrusion protein complexes with different speeds. Specifically, we added a second population of faster-moving extruding factors (cohesin complexes) in addition to the slower-moving ones initially modelled. The fast-moving cohesin complexes are fewer in number but can form long-range loops more rapidly, capturing distant interactions observed in the experimental data. For a more detailed description of the biophysical modelling please refer to material and methods. This adjustment improved the alignment between our simulations and the experimental heatmaps, as demonstrated in the Supplementary Fig. 12A,B.

We performed a simulation for the SMC1 FA-EGS HiCHIP sample (HG00731) for a region of chromosome 1 (Fig. 3C). 

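The modelled region of chromosome 1 runs from 178421513 to 179491193 of hg38, a length of 1069681 bp. Both anchors lay inside it for 32 loops labelled SMC1 and 71 loops labelled CTCF, and 33 loops labelled SMC1 had at least 1 anchor that overlapped it. With the loop lists exchanged between the targets, chosen after the loop numbers were seen, SMC1 had the 71 loops. The paper gives 80487 loops for SMC1, the number of the list labelled CTCF, so 32 need not be the loops used in its simulation. The region held the summits of 54 SMC1 peaks, of which 31 had a -log10 q-value of at least 10, and of 27 CTCF peaks. The loop labelled SMC1 with the most read pairs joined the bins from 178540001 to 178545000 and from 179000001 to 179005000, over 460 kb, with 42 read pairs against 2.69 expected. Its left anchor holds the SMC1 peak with the highest -log10 q-value of the region, 289, from 178542562 to 178544203, with its summit in an intron of C1orf220. The simulation itself was not repeated here.

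**Figure D3:**
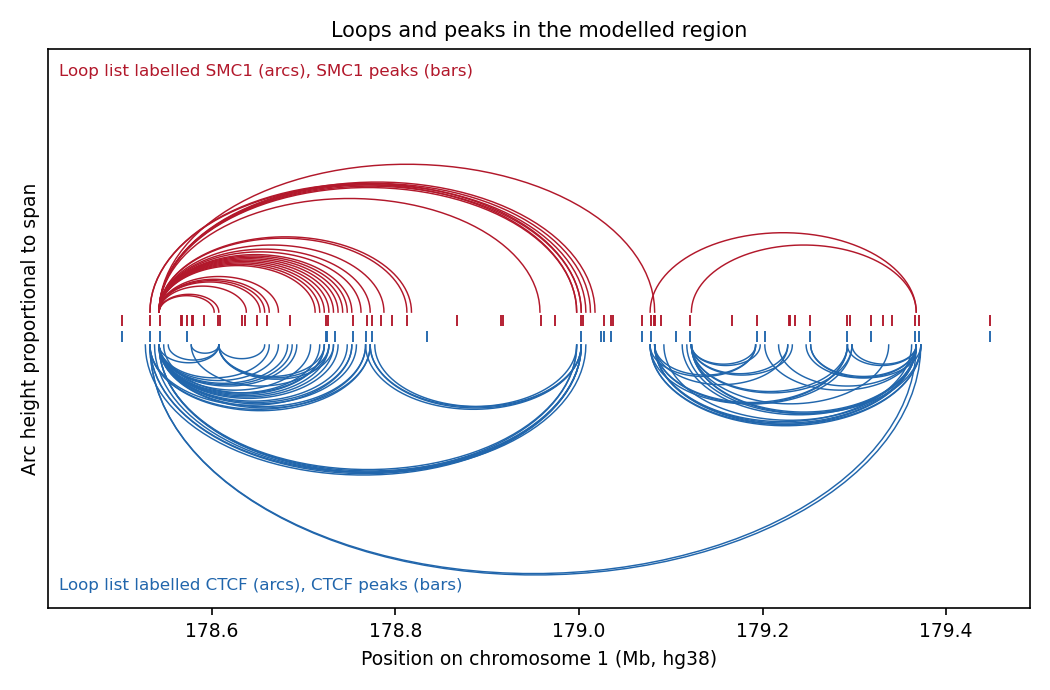
Loops (arcs, height proportional to span) and peak summits (bars) along the modelled region (horizontal axis, position in Mb), with the list labelled SMC1 above and the list labelled CTCF below. There are 32 arcs above and 71 below. With the loop lists exchanged between the targets, the 71 arcs belong to SMC1.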

Loop set from nf-HiChIP and the CTCF orientation at the loops anchors was taken as an input. Cohesin rings are then distributed according to their binding preferences. As the temperature decreases, we end up with a dynamical trajectory of 3D structures, where we assume that the final structure is the most representative one (Fig. 3D). We observe that the final polymer is condensed into two dominant clusters of loops, which correspond to the two squares in the experimental and reconstructed simulation heatmaps (Fig. 3E). Comparison between the simulated heatmap, which is averaged over the ensembles of 3D structures and the experimental SMC1 dcHiChIP heatmap shows that loop and stripe patterns are well reconstructed (loop-strength correlation between experimental and simulated map is 98.4% and the overall heatmap correlation was 81%, Fig. 3E and Supplementary Fig. 12B), indicating that our biophysical assumptions were valid. Some discrepancies still arise due to the model limitations and its stochastic nature.

In conclusion, by integrating dcHiChIP data and refining LoopSage parameters, we verified assumptions such as cohesin diffusion, its stochastic binding and unbinding from the DNA. We also advanced the ability of LoopSage to simulate realistic 3D chromatin architecture. These results emphasise the importance of combining experimental data with computational modelling to improve our biophysical understanding of chromatin organisation.

## Discussion

In this study, using a comprehensive bioinformatics approach (summarised in the Fig. 4), we show that the cohesin HiChIP performed with the sequential (FA-EGS) cross-linking protocol improves the signal-to-noise ratio and ChIP efficiency in comparison to the standard one^22^ and enhances the detection of chromatin loops and stripes in human lymphoblastoid cells. We have developed nf-HiChIP pipeline that combines the analytical approach designed for ChIP-seq data processing (mapping, filtering, peak calling, coverage tracks calculations) with HiChIP-specific analysis (MAPS pipeline^28^) to facilitate the user the comprehensive and timely analysis of many HiChIP datasets in parallel, without the need to perform additional ChIP-seq experiments. Furthermore we show that the data derived from the improved cohesin HiChIP protocol can be combined with the recently developed energy-based modelling approach LoopSage^32^ to generate accurate biophysical models of the loop extrusion process.

**Fig. 4:**
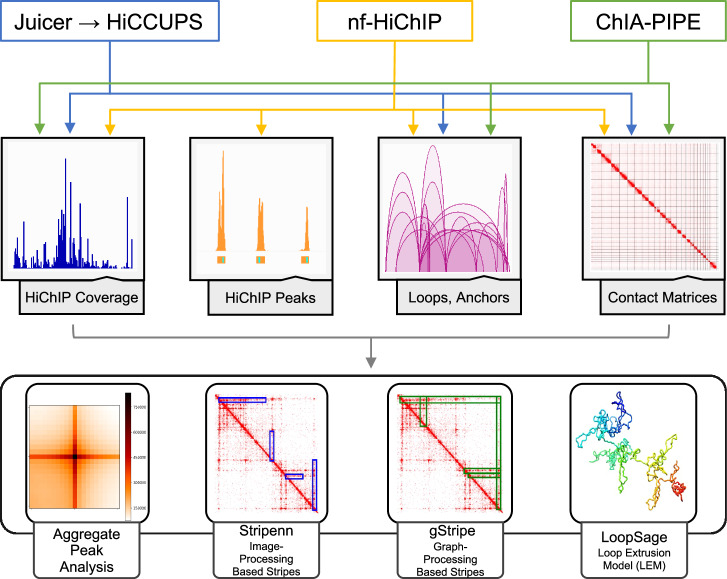
Systematic representation of the bioinformatic analysis and the pipelines used in this study. Raw HiChIP data were processed using three independent pipelines: (1) Juicer^27^, (2) nf-HiChIP, and (3) ChIA-PIPE^29^. The outputs generated from these pipelines were subsequently utilised as inputs for specialised analytical tools, including APA analysis, Stripenn^30^ and gStripe for stripe detection, and LoopSage^32^ for 3D genome modelling.

Dual cross-linking was previously reported to improve the signal-to-noise ratio and increase the sensitivity of the ChIP assay in the case of proteins with hyperdynamic exchange with DNA or indirectly DNA-bound proteins^39,40,58^. Cohesin also exhibits a dynamic association with DNA. We report that dual cross-linking improves the quality of cohesin HiChIP, which subsequently results in higher sensitivity of the experiment compared to standard cohesin HiChIP. Importantly, our results suggest that the increased efficiency of the 3 C step of the protocol may be another factor contributing to the improved detection of 3D chromatin features such as loops and stripes. The use of dual cross-linking (EGS or DGS and FA) has been shown to reduce the experimental noise by decreasing the number of random Hi-C ligation events, leading to the improved loop detection^42,59^. Similarly, we observed more looping interactions in FA-EGS HiChIP, compared to cohesin FA HiChIP and these interactions were stronger. Importantly, the use of the FA-EGS HiChIP method allows the detection of 2-3 times more loops in human cells with 4-6.5 less sequencing depth compared to dual cross-linking Hi-C^42^, indicating that the former method may be a more suitable and economical choice for studies focusing on the 3D chromatin structure at the resolution of loops. However, it is important to note that the influence of the cross-linking procedure on the quality of cohesin HiChIP quality might be cell type specific. For example, in the case of the undifferentiated cell line, human embryonic stem cells^60^, a high signal-to-noise was obtained for the cohesin HiChIP experiment despite the use of only one cross-linking agent (FA) for fixation.

Our aim was to thoroughly investigate the results that can be obtained from HiChIP sample processing. Commonly used HiChIP data analysis tools like Juicer, HiC-Pro, and Fit-Hi-C, which were not specifically designed for HiChIP, may use normalisation and loop calling methods appropriate for Hi-C datasets. These methods may overlook the specific interactions in HiChIP. Unlike Hi-C, where a sparse interaction matrix is undesirable and is corrected using techniques such as Knight-Ruiz (KR) normalisation^6,27,61^ to account for experimental bias, HiChIP interactions typically yield a sparser matrix. Using HiChIP-specific tools such as MAPS^28^, we identified interactions that are undetectable when using KR-normalised interaction maps for loop calling. We also experimented with replacing KR-normalised maps with Vanilla Coverage (VC) normalisation^6^ in the Juicer pipeline. Integrating VC normalisation, which unlike KR, does not assume a uniform distribution of interaction frequencies and thus preserves unique HiChIP-specific interactions, improved the consistency of our results. However, image-based loop calling tools such as HiCCUPS^27^ may exclude closely positioned loops or those that start or end within the same matrix pixel, potentially indicating loop extrusion processes, that are important in the context of cohesin HiChIP data. These loops however, could be captured by direct processing of interaction pairs in HiChIP-focused approaches such as MAPS.

nf-HiChIP pipeline includes ChIP-seq-specific steps, including (1) a mapping approach that differs from the Hi-C mapping approach, (2) coverage track generation, and (3) peak calling that can be applied to both HiChIP and corresponding ChIP-seq samples, allowing dual analysis of HiChIP samples - both as ChIP-seq and HiChIP datasets. This dual approach provides more comprehensive outputs: peaks, coverage, and loops, from a single sample, increasing the data richness compared to traditional methods that require separate, manual analyses. This adaptability enhances the personalisation of analyses based on the experimental data available. Our results suggest that if the HiChIP experiment has a high signal-to-noise ratio, additional ChIP-seq is not required for subsequent data analysis. Such an approach may be particularly advantageous for projects investigating differences in 3D chromatin structure between many individuals or under various experimental treatment conditions in parallel (e.g. use of different sources of cellular stress). In such an experimental setup, each additional high-throughput experiment such as ChIP-seq, which must be performed in at least two replicates for each condition/sample, significantly increases the financial and labour costs of the project. However, it is important to note that for HiChIP data with poorer signal-to-noise ratio, this strategy may not be optimal and an additional ChIP-seq experiment may be required. Importantly, our pipeline also supports the integration of ChIP-seq data in such cases.

Importantly, nf-HiChIP is scalable and automated. Unlike conventional tools nf-HiChIP can process multiple samples simultaneously, making efficient use of available computational resources. The pipeline automates the processing of individual and pooled biological replicates, and offers extensive customization options. Users can add personalised steps, select different peak calling tools, or adjust filtering processes, to meet the specific needs of their research. The integration of Nextflow^31^ and Docker^62^ technologies facilitates computational tasks on clusters and could be extended to analysis on cloud services such as AWS. In the future, we plan to extend the capabilities of nf-HiChIP by including more sophisticated post-processing features, such as correlation analysis between different samples and replicates, and automated generation of statistical plots. These enhancements will further streamline the workflow and provide deeper insights into the dynamics of chromatin interactions.

The visibility of architectural stripes depends on the characteristics and quality of the heatmaps obtained. In FA-EGS cohesin HiChIP the heatmap view is sharper and has less noise in comparison to cohesin FA HiChIP. Consequently, in FA-EGS HiChIP we can see finer arrangements of stripes and chains of distinct interactions in locations where standard HiChIP shows a smooth signal. These patterns can be interpreted as obstacles in the extrusion process (intermediate states of the looping process) or as a finer arrangement of loops. Similar stripes appearance is also seen in deeply sequenced Micro-C data^59,63^, but not in standard Hi-C data, where stripes are more uniform^15,16^. Therefore, we believe that cohesin dcHiChIP provides more detailed dynamics of the loop extrusion process and a more complete picture of the interaction structure than the standard one. This allows the gStripe algorithm, which benefits from stronger and more numerous loops, to detect more stripes than the classical approach exemplified by the Stripenn tool, for which targets a smooth signal^30^. Overall, the greater detail of the FA-EGS heatmap data improves the distinguishability of finer stripes in the cohesin HiChIP experiment. The detection of stripes is important, as beside its relevance for loop extrusion and super-enhancer activity, they can be associated with certain pathological phenomena, such as incorrect expression of genes^64^ and increased topoisomerase activity^16^, which can potentially promote cancer.

We believe that our findings will be a valuable resource for researchers who encounter difficulties in their ChIP-based and high-throughput 3C-based experiments and who are looking for tools to improve and complete their bioinformatic analysis of chromatin spatial organisation data. Importantly, the use of LoopSage 3D modelling to visualise a region of interest ensures biological realism by representing combinations of conformations that can occur in individual cells. We also demonstrate the dual interaction between polymer simulations and experimental dcHiChIP data: the loop extrusion model provides insight into the biophysical mechanisms responsible for the formation of experimentally observed structures, while the dcHiChIP data aid model validation of the computational model. Our approach can support studies that focus on the relationship between chromatin structure and the processes that occur in the nucleus such as DNA replication, transcription or DNA repair in which cohesin is an important player.

## Methods

### Cell line and culture conditions

Human HG00731 lymphoblastoid cell line, purchased from Coriell Institute for Medical Research, was grown in RPMI 1640 (Biowest) with 15% foetal bovine albumin (Biowest) and 2mM L-glutamine (Gibco). Cells were cultured at 37 °C in a humid environment containing 5% CO_2_.

### Cell fixation

Cross-linking was performed using cells grown to a density of around 0.8 millions per 1 mL of culture medium at a volume of 1 ml of cross-linking solution per 1 million of cells. **FA cross-linking**. Pelleted cells were resuspended in a pre-warmed (37 °C) RPMI1640 (Biowest) with 1% formaldehyde (Sigma, 252549) and incubated for 10 min with agitation. Next glycine was added to a final 0.2 M concentration to quench the cross-linking reaction and the samples were incubated for 5 min with agitation at room temperature (RT). Fixed cells were then washed twice in DPBS, snap frozen in liquid nitrogen and cell pellets were stored at -80 °C. **FA-EGS cross-linking**. Pelleted cells were resuspended in a pre-warmed (37 °C) RPMI 1640 (Biowest) with 1% formaldehyde and incubated for 15 min with agitation (RT). Next glycine was added to a final 0.2 M concentration to quench the cross-linking reaction and incubated for 5 min with agitation (RT). After washing once in DPBS, cells were resuspended in pre-warmed (37 °C) DPBS with 2 mM EGS [Thermo Scientific] agitated for 45 min at RT, quenched with 0.2 M glycine and incubated with agitation for 5 min FA-EGS-fixed cells were then washed twice in DPBS, snap frozen in liquid nitrogen and cell pellets were stored at -80 °C.

### HiChIP

HiChIP assay was performed according to previously described protocol (Mumbach et al.^22^) with modifications. The combination of chromatin immunoprecipitation step with HiChIP library preparation was carried out based on ChiPmentation protocol^65^ as recently reported^66^. The 150 million of crosslinked cells were resuspended in ice-cold 1.5 ml of Hi-C lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% NP-40) supplemented with 1x protease inhibitors (PI; Roche, 04693116001), incubated on ice for 20 min and centrifuged at 1200 rpm, 5 min, 4 °C. After discarding the supernatant the pellet was resuspended in 1.5 ml Hi-C lysis buffer with 1 x PI, centrifuged at 1200 rpm, 5 min, 4 °C. Then supernatant was removed and the cell pellet was resuspended in 150ul of pre-warmed (65 °C) 0.5% SDS. After 5 min incubation at 65 °C, 435 ul of water and 75 μl of 10% Triton X-100 (Promega HP142) was added and 15 min (37 °C) incubation was carried out. Next, 75 μl of NEBuffer™ DpnII (NEB, B0543S) and 600U of DpnII (R0543M) were added to the sample and incubated for 1 h at 37 °C. To inactivate the restriction enzyme, the reaction was incubated at 65 °C for 5 min and then cooled down to RT. To perform end repair and biotinylation the following master mix was added: 67.5 μl of water, 4.5 μl of 10 mM dTTP (NEB, N0443S), 4.5 μl of 10 mM dATP (NEB, N0440S), 4.5 μl of 10 mM dGTP (NEB, N0442S), 45 μl of 1 mM biotin-16-dCTP (Jena Bioscience NU-809-BIO16-S), 24 μl of 5U/μl DNA polymerase I Large (Klenow; NEB, M0210L) and the samples were incubated for 1 h at 37 °C with rotation, Ligation was performed by addition to the sample of Ligation master mix (2007 μl of water, 300 μl of 10% Triton X-100, 18 μl of 10 mg/ml BSA (NEB, B9000S), 360 μl 10x T4 DNA ligase buffer (NEB, B0202), 15 μl of 400 U/μl T4 DNA ligase (NEB, M0202L), followed by 4 h incubation at RT with gentle rocking). Samples were then centrifuged for 5 min at 1200 rpm, at 4 °C. The nuclei pellet was resuspended in 1 ml of Nuclear Lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1%SDS, 1 x PI) and incubated on ice for 15 min. Sonication was carried out on Covaris S220 device in 1 ml miliTube (Covaris, 520135) using the following settings: peak power = 140, duty factor = 5, cycle burst = 200, time = 120 s, temp. = 4-8 °C. After DNA shearing, the chromatin was transferred to a new tube and 100 μl of 10% Triton-X was added. To remove cell debris, samples were centrifuged for 20 min, at 4 °C, at 16000xg. The supernatant was transferred to a new tube and diluted 5x in ChIP dilution buffer (1% Triton-X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl pH 8.0). Next, the chromatin was pre-cleared by incubating with Dynabeads Protein A (Invitrogen, 10002D) coated with 10 μg of IgG (Abcam, AB171870) for 30 min at 4 °C, rotating. The chromatin immunoprecipitation was carried out by overnight incubation of pre-cleared chromatin with Dynabeads Protein A coated with 10 μg of SMC1 (Bethyl Laboratories, A300-055A) or 10 μg CTCF (Abclonal, A1133) antibody at 4 °C with rotation. Supernatant was then removed and the beads were washed: twice with 1 ml of Low Salt Wash Buffer (0.1% SDS, 1% Triton-X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), once with 1 ml of High Salt Wash Buffer (0.1% SDS, 1% Triton-X-100, 2 mM EDTA, 20 mM Tris-HCl p.H 8.0, 500 mM NaCl) and twice with 1 ml of 10 mM Tris pH 8.0. After careful removal of any residual 10 mM Tris pH 8.0, the tagmentation reaction was carried out by resuspending the beads in tagmentation mix (15 μl 2xTD buffer, 14 μl water), adding of 1 μl of Tn5 enzyme (TTE Mix V50, Vazyme, TD501) and incubation of the reaction for 10 min at 37 °C, with 530 rpm shaking, Next tagmentation reaction was removed and the beads were washed subsequently with 1 ml of Low Salt Wash Buffer, 1 ml of High Salt Wash Buffer, 1 ml of LiCl Wash Buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1% NP-40, 1% Sodium Deoxycholate, 1 m mM EDTA) and 1 ml of 10 mM Tris pH 8.0. To elute the DNA. The beads were then resuspended in 400 ul of freshly prepared DNA Elution Buffer (50 mM NaHCO3, 1% SDS), incubated for 15 min at 65 °C. The supernatant was then transferred to a new tube and reverse crosslinking and RNA digestion was performed by adding 44 μl of mix consisting of: 20 μl 5 M NaCl, 8 μl 0.5 EDTA, 16 μl Tris 1 M pH 8.0 as well as 8 μl of 10 mg/ml RNAse (Thermo Scientific, EN0531) and incubation for 6 h at 65 °C. Proteins were then digested by 1 h incubation at 55 °C with 4 μl of 20 mg/ml Proteinase K (Ambion, AM2546). DNA was then recovered by phenol/chloroform extraction and ethanol precipitation. The DNA pellet was resuspended in 21 μl of 10 mM Tris pH 8.0, the concentration was measured with Quantus Quantifluor ONE dsDNA system (Promega, E4870) and the sample volume was increased up to 100 μl with 10 mM Tris pH 8.0. Next, 10 μl of MyOne Streptavidin C1 Beads (Invitrogen, 65001) were washed twice with 400 μl of Tween Wash Buffer (5 mM Tris-HCL pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween-20), resuspended in 100 μl of 2x Biotin Binding Buffer (10 mM Tris-Hcl pH 7.5, 1MM EDTA, 2 M NaCl), mixed with the DNA sample and incubated for 20 min with rotation at RT. The beads were then washed (1) twice with 600 μl of Tween Wash Buffer, (2) once with 100 μl 10 mM Tris pH 8.0, (3) once with 50 μl 10 mM Tris pH 8.0 and resuspended in 23 μl of 10 mM Tris pH 8.0. To prepare sequencing libraries on-bead PCR amplification was performed with a total of 12 PCR cycles using Trueprep indexes for Illumina (Vazyme, TD202). The libraries were then sequenced on Illumina NovaSeq 6000 platform at the Genomics Core Facility, CeNT, University of Warsaw.

### nf-HiChIP pipeline

Both HiChIP and ChIP-seq datasets were processed using the nf-HiChIP pipeline. The initial stage of the pipeline mirrors a ChIP-seq analysis framework. Sequencing reads were first aligned to the hg38 reference genome employing the BWA-MEM algorithm (version v0.7.17)^67^. Subsequently, SAMtools^68^ was utilised to filter the aligned reads, retaining only those with a mapping quality (MapQ) score >30. This step was followed by deduplication of reads to eliminate potential biases arising from PCR amplification. BAM files were converted to normalised read coverage tracks (bigwig format) using the program bamCoverage in the deepTools package^43^ with the binSize parameter set to default and using the reads per kilobase per million mapped reads (RPKM) normalisation option. Coverage tracks were generated using the deepTools package, facilitating the visualisation and analysis of read depth across genomic regions.

Peak calling was performed with the MACS3 software (version v3.0.1)^69^ adopting a stringent q-value cutoff of 0.01 with the ‘no model’ option and using default value of 200 for ‘extsize’ parameter for the HiChIP and ChIP-seq samples to identify regions of significant enrichment. The outcomes of peak calling, applied to both ChIP-seq and HiChIP data, served as input for the MAPS algorithm^28^, which delineates the final list of chromatin interactions with the anchor width of 5 kilobase (kb) from each sample. 2D contact matrix file (.hic) were calculated using Juicer tools^27^ pre module from MAPS results. This analysis was conducted individually for each replicate before pooling data to create a comprehensive dataset for each sample, whereupon the entire analysis was reiterated to ensure robustness and accuracy.

Final outputs generated by the pipeline encompass a range of files for each replicate and sample, including: (i) coverage tracks, (ii) identified peaks, (iii) comprehensive MAPS output detailing the called pairwise interactions and, (iv) interaction maps compatible with the Juicebox viewer. This structured approach ensures a systematic and reproducible analysis pipeline, facilitating the in-depth exploration of chromatin dynamics and interactions. All the intermediate files (reads mapped to the reference genome, indexed BAM files, coverage tracks) can be easily accessed too.

### Juicer

All HiChIP samples were processed using the Juicer pipeline (Version 1.22.01)^27^, a standard for Hi-C and HiChIP data analysis. Notably, the commonly used Knight-Ruiz normalisation (KRnorm) for Hi-C data was found inadequate for HiChIP datasets, often obscuring characteristic interactions and stripes. Consequently, VCnorm normalisation was employed with Juicer’s HiCCUPS for interaction calling, circumventing the aforementioned issues. HiCCUPS uses an image processing based approach to identify loops from chromatin interaction maps, calling loops at three different resolutions: 5 kb, 10 kb, and 25 kb. This multi-resolution strategy affects the size and definition of loop anchors. Additionally, the Juicer pipeline, which includes HiCCUPS, merges nearby loops based on predefined thresholds, resulting in broader loop anchors that may encompass multiple interaction sites.

Aggregate peak analysis (APA) was conducted to assess the quality of loop calling by nf-HiChIP, HiCCUPS and ChIA-PIPE across samples. This analysis, performed via the Juicer apa function, was visualised using Matplotlib, providing a detailed comparison of loop calling efficacy. For each plot, we used the P2LL as APA score to determine enrichment of the signal to the lower left corners.

### HiChIP quality analysis and data visualisation

Post-analysis involved comprehensive sample comparisons through custom scripts in Jupyter notebook^70^, utilising Numpy^71^ and Pandas^72^ for basic analysis, with Matplotlib and matplotlib_venn for visualisations. Sample correlation, peak enrichment, and fingerprint analysis employed deepTools^73^, while genomic tracks and interaction maps were visualised using IGV^74^ and Juicebox^75^, respectively.

The Pearson correlation was computed for the coverage files using the multiBigwigSummary module of deeptools^73^, employing default parameters to determine the average scores across various genomic regions from the provided set of bigwig files. The resulting data was then utilised by the plotCorrelation module to generate correlation coefficients, which were subsequently visualised using Matplotlib as a clustered heatmap. In this representation, the colours signify the correlation coefficients, while the clusters are formed using complete linkage.

### Loop and stripe overlap analysis

Two loops are considered overlapping if both of their anchors overlap by at least 1 base pair (bp). To allow for a 15 kb tolerance in overlap detection, the start position of one loop’s anchor is extended 15 kb upstream, and its end position is extended 15 kb downstream. An overlap of at least 1 bp between the adjusted anchor of one loop and the anchor of the other loop is then checked to confirm the overlap. Similarly, two stripes are considered overlapping if (1) they have the same orientation (horizontal or vertical) and (2) their anchor regions (i.e. the 1D regions containing the coordinate where the visible stripe intersects with the diagonal) are no more than 10 kb apart. Finally, two striping domains (1D regions containing the whole extent of the stripe) are considered overlapping, if they overlap by at least 1 bp after expanding kb in both directions. These calculations are performed using custom in-house scripts and are performed for stripes, and stripe domains between all HiChIP samples.

When calculating overlaps between two sets of 1D regions (let us call them A and B), such as loop anchors, stripe anchors, domains etc., one-to-many overlaps are possible (i.e. a situation, where multiple regions from set A intersect one large region in set B, or vice versa). Therefore, to properly quantify the overlaps, we report both the number of elements from set A, for which at least one overlapping region was found in set B, and the reverse—number of elements in set B that were matched to at least one region in set A. We report this in the form of a matrix, which in the general case would not be symmetrical.

### ChIA-PIPE

The ChIA-PIPE^29^ pipeline was used to process and map the CTCF HiChIP and Cohesin HiChIP data to the human hg38 reference genome. First, the reads were looked for the ligated restriction enzyme site (called a pseudo linker in HiChIP), and only the sequences that had the pseudo linker were kept for linker trimming. The flanking sequences were then mapped to the human reference genome (hg38) by Burrows Wheeler alignment (BWA), and only uniquely aligned sequences (MAPQ ≥ 30) were kept for deduplication. Next, reads with a linker sequence detected with both ends having genomic tags are used for the detection of interaction loops. These reads are categorised as self-ligation PET (both ends of the same DNA fragment) or inter-ligation PET (both ends from two different DNA fragments in the same chromatin complex). Inter-ligation PETs with a genomic span of ≥8 kb are illustrated to represent the long-range interactions of interest, further subdivided into intra- and inter-chromosomal PET clusters. Lastly, different PET clusters in the same protein factor’s binding peak region were joined together with 500 bp extensions to make merged anchors. Only loops with both anchors supported by peaks identified by nf-HiChIP pipeline were retained for each sample. Only clustered and merged intra-chromosomal PETs with a PET count ≥ 3 and a genomic span < 1 MB were retained as reflecting the chromatin interactions of interest.

### hichipper

HiChIP paired-end reads were mapped to the hg38 reference genome using the HiC-Pro pipeline (version 3.1.0). Default settings were used to align paired reads to identify valid interactions and generate contact maps matrices. Then, HiChIP loops were called using hichipper (version 0.7.7) using valid HiChIP read pairs with the parameter to use pre-identified peaks by nf-HiChIP pipeline.

### FitHiChIP

Statistically significant contacts (5 kb bin size, max size 2 Mb, min size 10 kb, FDR 0.05) were identified using Hi-C Pro’s allValidPairs file as input for FitHiChIP v11.0. Peaks identified by nf-hichip were used as a reference set of peaks in the FitHiChIP pipeline and default values for the remaining options.

### cLoops2

Raw paired-end reads mapped to hg38 were processed using the tracPre2.py script in the cLoops2 package. Loops were then identified with the cLoops2 callLoops module, using parameters -eps 200,500,1000, -minPts 10 and -cut 1000, requiring a minimum of 3 PETs to support each confident loop.

### CTCF motifs

To obtain CTCF motifs, we have taken a two-way approach. The first one is plainly using the motifs module from Biopython. We use it to obtain, e.g. anchors that have motifs (with a certain score - usually 7.0) in their sequence. However, to produce more detailed models, we have also introduced probabilistic motifs. In that case, we are taking all the signals of motif presence available, and we are calculating the probability of the motif being upstream or downstream-oriented using the following formula:

$${P}_{{right}} = \frac{{\sum }^{{right}-{oriented\; motifs}}\;\;\;\;{2}^{{motif\; score}}}{{\sum }^{{all}\, {motifs}}\;\;\;\;{2}^{{motif\; score}}}$$

In the equation, we are taking all scores (that are in log2 form) of all motifs present in the sequence, and we convert them back from log2 form to regular one. Then, we sum the scores for the right/left orientation, and divide it by all scores from both right and left-oriented motifs. That way, we can say, e.g. that the probabilistic score of the motif being left is 30%, and right is 70%. That approach is useful for modelling and simulations.

### Annotation of loops to enhancer and promoter

To perform annotation, we downloaded cell-type-specific enhancer and promoter regions from ChromHMM chromatin state calls^76^ for the GM12878 cell line from ENCODE^77^. The loop anchors were then separated into right and left anchors. Each anchor file was subsequently intersected with the enhancer and promoter files using Bedtools. Following the intersections, custom scripts were used to categorize the loops as Enhancer-Promoter (EP) or Promoter-Promoter (PP) interactions.

### Calling architectural stripes

Stripe calling was performed using two tools: the Stripenn^30^, which operates on heatmap data, and gStripe, which was developed for calling stripes from sets of discrete interactions, such as loops obtained from other tools. The Stripenn is based on image analysis and computer vision methods. It processes the contact matrix obtained from a 3 C experiment using a series of computer vision techniques, most importantly the canny edge detection, to select regions with high “stripeness” scores, i.e. those that are visually consistent with a horizontal or vertical stripe. It also calculates the *p*-value of a stripe, based on the distribution of the values taken from the same heatmap, and this provides the final significant stripe set. To ensure our analyses reflect the best possible extraction of useful information from each dataset, we tuned two of Stripenn’s parameters (the Canny edge detection parameter and the kernel size of the mean filter) to obtain the maximum number of stripes in each dataset. This was done by a simple grid search centred around the values suggested by the authors.

As an alternative to image processing methods, we also include the results from our own tool, gStripe, designed specifically for sparse data. In contrast to contact matrix-based methods, gStripe operates on sets of loops obtained from other tools, in our case nf-HiChIP, HiCCUPS and ChIA-PIPE. The algorithm can be divided into three parts: preprocessing of input data, identification of candidate stripes, and selection of final stripes. During preprocessing all input loop anchor coordinates are binned at 5 kb resolution, to avoid any bias introduced by comparison between binned and non-binned input data. Next, a graph representation of the chromatin interactions is created. Continuous clusters of overlapping anchors are merged to represent a single vertex in the graph. The edges are then added to the graph, where there are interactions between anchors assigned to two different vertices. Multiple edges connecting the same vertex are collapsed into a single edge, with weight equal to the number of interactions (hence, the resulting graph is not a multigraph). The physical position of each vertex is calculated as the centre of the anchor cluster forming the vertex.

To identify the candidate stripes, each vertex with at least one downstream neighbour in the graph is selected as a potential anchor of a horizontal stripe, i.e. a stripe which appears as a horizontal flare above the diagonal on a heatmap, or whose anchor (the location where the stripe reaches the diagonal) precedes its other end in terms of genomic coordinates. Likewise, each vertex with at least one upstream neighbour is selected as a potential vertical stripe (appearing as vertical pattern above diagonal on a heatmap, with the anchor being downstream of the stripes longest extent). We will now refer to these anchor-forming vertices simply as “anchors”, and to the other vertices in a candidate stripe as “leaves”. A number of values is computed for each leaf v_i_, in order to measure the quality of the stripe. Let $${v}_{{i}}=\,1,\,2,...,{k}$$ denote the k leaves of a stripe, and v_0_ denote the anchor.

1. The length of the stripe at the leaf $${v}_{i}$$:$$\,{d}_{i}=|{v}_{i}-{v}_{i}|$$. Prior to this step, the vertices are arranged so that $${d}_{i}$$ is ascending with i, i.e. $${v}_{0}$$ is the anchor, $${v}_{1}$$ is the vertex closest in terms of genomic coordinates to the anchor, etc. In a horizontal stripe, the coordinates of $${v}_{i}$$ have increasing order, and in a vertical stripe they have a decreasing order.
2. Relative gap $${g}_{i}=-\log \frac{{d}_{i}-{d}_{i-1}}{{d}_{i}}$$. All lengths are set to be at least 1 kb to ensure that this value is well-defined.
3. *q_gap*_i_ - quantile of the relative gap values across all candidate stripes in the dataset identified in the previous step.
4. *stripe_score*_i_ - quadratic mean of the *q_gap*_*j*_ for j = 1,…, i. Represents the average quality of the stripe of up to a certain point (i.e. leaf $${v}_{i}$$).
5. *cross_score*_*i*_ - each leaf is potentially a part of two orthogonal stripes: horizontal and vertical one. For a given stripe direction the cross score of $${v}_{i}$$ is the ratio of *stripe_score*_i_ calculated in that direction and the stripe score in the orthogonal direction.
6. The length of the stripes are determined: a stripe is considered to end with a leaf $${v}_{i}$$, if $${g}_{i+1}$$ drops below 0.05, or if there are no further leaves.
7. If two adjacent stripes with the same directionality overlap and differ in length by no more than 200 kb, they are merged together.
8. Only stripes with at least two leafs, and having a minimum length of 20 kb are selected and considered further.

The above steps result in a set of candidate stripes. In order to select the final stripes from the candidate set, two features of the stripes are considered: the *stripe_score* of the leaf terminating the stripe (note that this is a form of cumulative quality of the stripe up to this leaf), and the mean *cross_score* of every leaf in the stripe after its length has been trimmed. These parameters measure the continuity and distinctiveness of the stripe respectively, and the selection of the final stripe set is done by placing a lower threshold on these values. The choice of the thresholds is done by visual inspection of the output and manual adjustment; this does not require, however, re-running the algorithm. We used the thresholds of 0.45 for *stripe_score* and 0.9 for *cross_score*. Note that in contrast to methods based on heatmap analysis (such as Stripenn), potential stripe locations are already narrowed down, as the stripe can only be called in a location where two consecutive loops were present.

Pileup plots for the stripe analysis were constructed using Coolpuppy^78^ API. In line with the methodology used in Stripenn^30^ we used parameters equivalent to “--rescale --local --unbalanced” options. In this procedure each stripe domain is expanded by regions of equal size from both sides, then rescaled to a standard size, and the raw contact matrix signal is averaged over all stripe domains in a given dataset.

### Biophysical modelling

For loop extrusion modelling, we used LoopSage^32^. We assume that the stochastic system can be described by a Boltzmann distribution, where the temperature parametrises the rebinding probability of cohesin^79^. During the simulation, the temperature decreases following a simulated annealing approach^80^. The dcHiChIP dataset inspired us to develop a new, more user-friendly environment for LoopSage. This environment includes the capability to model two different populations of loop extruders that move at different speeds and diffuse as random walks. This observation aligns with previous work from Gibcus et al.^38^, which proposed two populations of extruders capable of forming short and long-range loops.

The simulation pipeline is composed of two main parts: a stochastic simulation part, where we compute the stochastic trajectories of cohesins in the DNA fibre by running the Monte Carlo simulation, and a molecular simulation part, where we import the cohesin positions exported by the numerical simulation part and we feed them into an OpenMM model^81–83^ which is capable of producing 3D-structures from them. Having produced the ensemble of models, we compute the average inverse all-versus-all distance heatmap of each one of these 3D models. Finally, we aggregate them into an average final heatmap, which should reconstruct similar patterns as the experimental HiChIP heatmap. For the purposes of this work, we used a polymer that consists of 1000 monomers. The stochastic simulation ran for $$8\times {10}^{4}$$ Monte Carlo steps with sampling frequency 400 and burn-in period $$4\times {10}^{4}$$. The value of the folding and crossing coefficients are set as the default ones. The reason why we chose such a large burn-in period is because we wanted to have enough time to propagate the slow cohesin complexes. We applied a simulated annealing approach with initial Monte Carlo temperature 4 and final temperature 1, assuming that representative steps emerge once slower, shorter loops begin to form after the burin-in period.

To validate our models, we employed a two-step approach. First, we estimated the Pearson correlation between experimental and averaged simulated heatmaps, focusing only on regions where loops were detected in the experimental data (loop-strength correlation). This initial validation was straightforward because LoopSage uses anchors and their averaged strengths as input, resulting in consistently high correlations. In the second validation step, we compared the entire simulated heatmap with the experimental one. To facilitate this comparison, we applied Gaussian smoothing to the experimental heatmap and calculated Spearman correlations for various LoopSage parameters.

We made a qualitative study about the variation of the resulting averaged inverse distance heatmaps based on two parameters of interest: (i) the number of cohesin molecules (tested for values 50, 100, 150), and (ii) the binding coefficient of the CTCF motif as it is defined in our new documentation (tested for values 0.25, 0.5, 1). Strong CTCF binding with high cohesin levels creates overly confined loops, whereas weak binding with few cohesins yields broad TADs lacking distinct borders (Supplementary Fig. 12A). To find the best choice of model parameters we chose the model with the highest Spearman correlation between simulated and experimental heatmaps (Supplementary Fig. 12B). To achieve higher correlation, it is required adjusting excluded volume parameters and introducing a second, faster family of extruders. With 100 slow and 5 fast extruders, plus an excluded volume power of 3, we matched better both short- and long-range loops. While changing excluded volume had limited effects, adding a few fast diffusing extruding factors enabled proper long-range loop formation, with slower extruders then forming local loops as seen in the 3D models and averaged heatmaps (Supplementary Fig. 12B).

### Statistics and reproducibility

For SMC1 and CTCF HiChIP (HG00731) experimental data, two independent biological replicates were performed. Information on replicates and reproducibility is provided in the Results section and Supplementary Figs. 1-2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Reporting Summary

## Data Availability

Sequencing data generated in this study is deposited in the Gene Expression Omnibus (GEO) database, with an accession number GSE266640. Raw data and analysed data that support the findings of this study are also submitted 4D Nucleome data repository^84,85^ (https://data.4dnucleome.org) under accession number 4DNES7BZ38JT and 4DNESOAF3QAA.

# Supplementary material for: Improved cohesin HiChIP protocol and bioinformatic analysis for robust detection of chromatin loops and stripes
**Source:** Commun Biol. 2025 Mar 14;8:437. doi: 10.1038/s42003-025-07847-w
**Supplement:** Supplementary file 2 — Supplementary Information

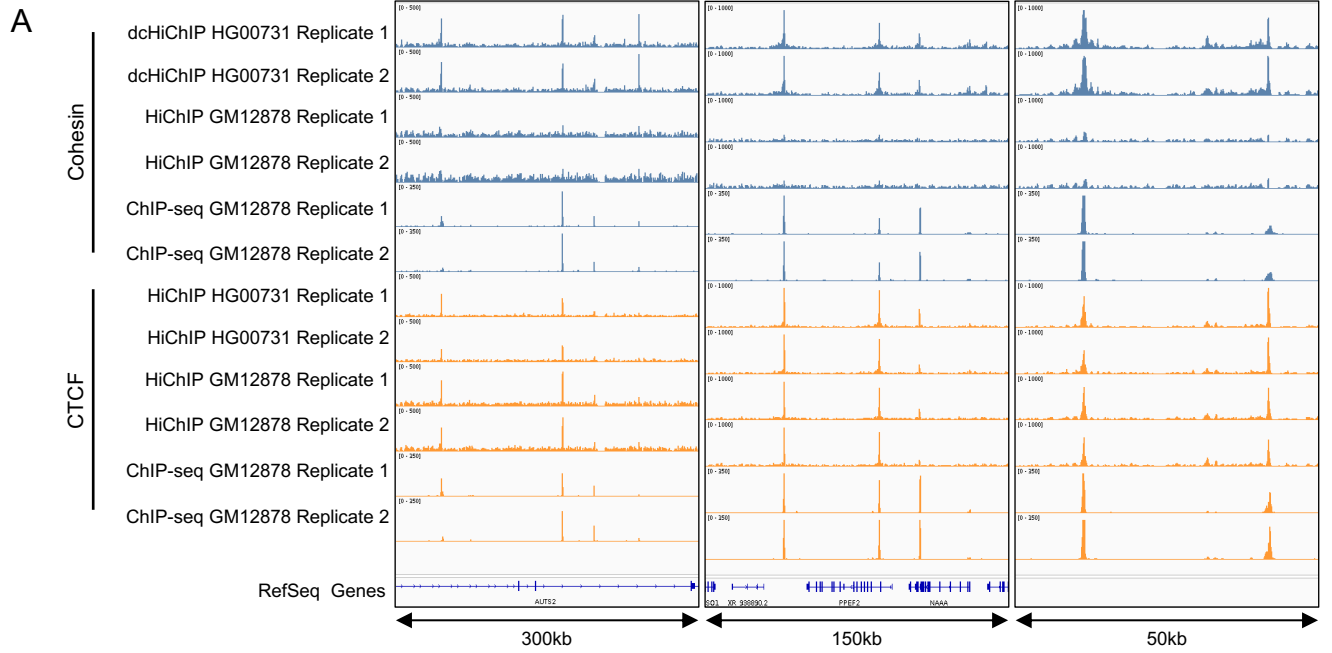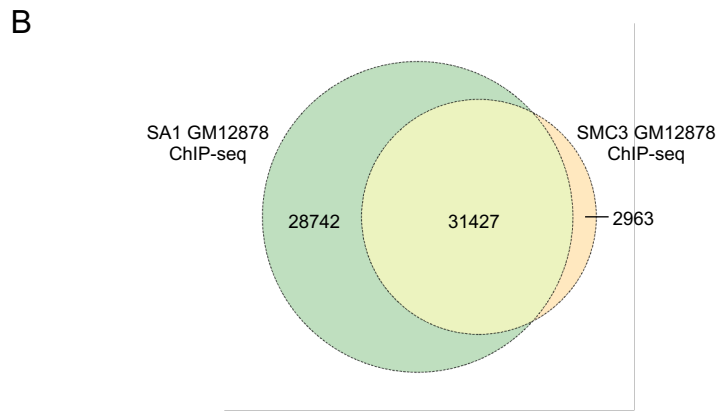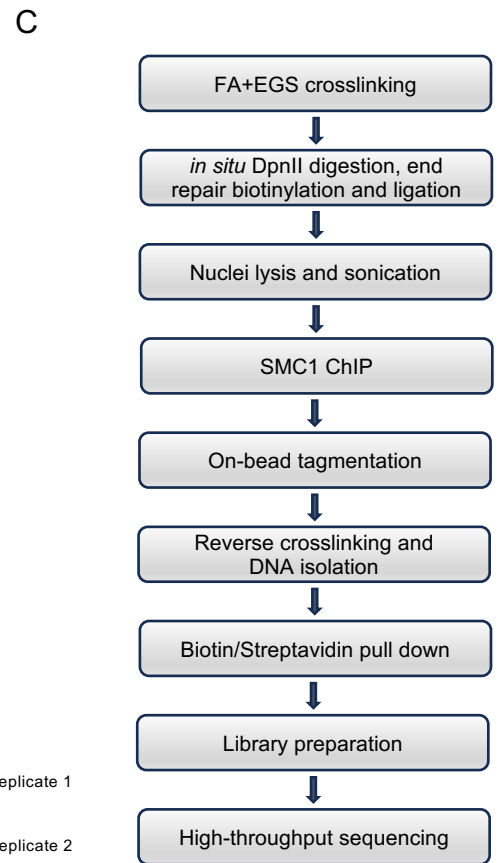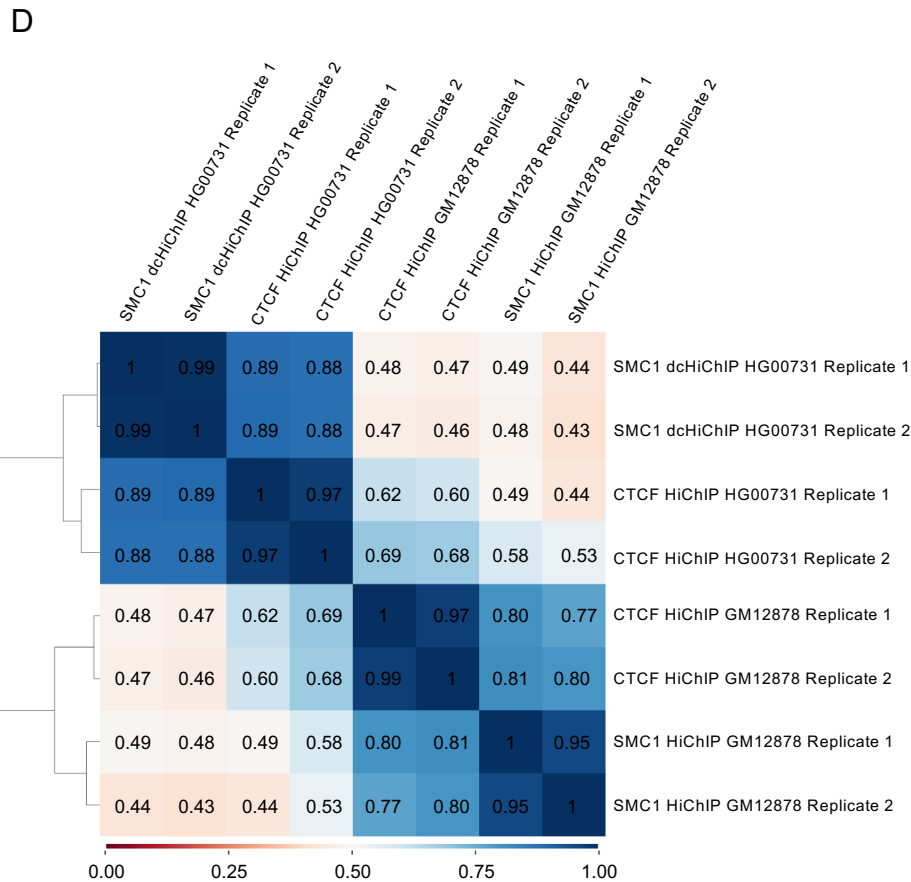

**Supplementary Figure 1. A.** IGV browser coverage tracks from separate replicates of the HiChIP and ChIP-seq experiments analysed in this study. The following example genomic regions are shown: (1) 300 kb window - chr7:69,997,000-70,297,300; (2) 150 kb window - chr4:75,809,763-75,960,323; (3) 50 kb window - chr7:4,600,000-4,650,000. **B.** Venn diagrams showing common peaks between GM12878 SA1 ChIP-seq and GM12878 SMC3 ChIP-seq. **C.** Schematic representation of the experimental steps performed during the cohesin FA-EGS HiChIP protocol. **D.** Heatmap showing Pearson correlation coefficient between the individual replicates of the HiChIP and ChIP-seq samples processed in this study.

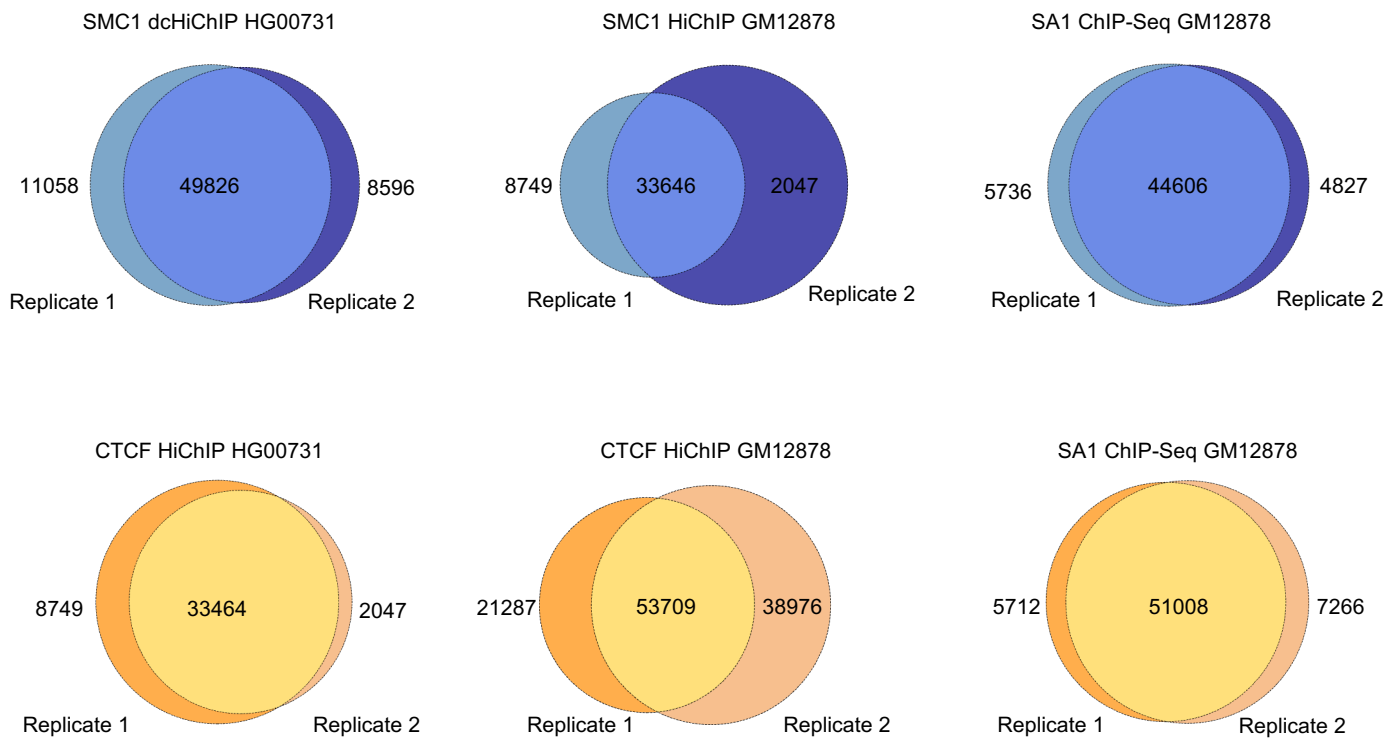

**Supplementary Figure 2.** Venn diagrams showing common peaks between peaks called in the first and second replicate for the indicated HiChIP and ChIP-seq experiments.

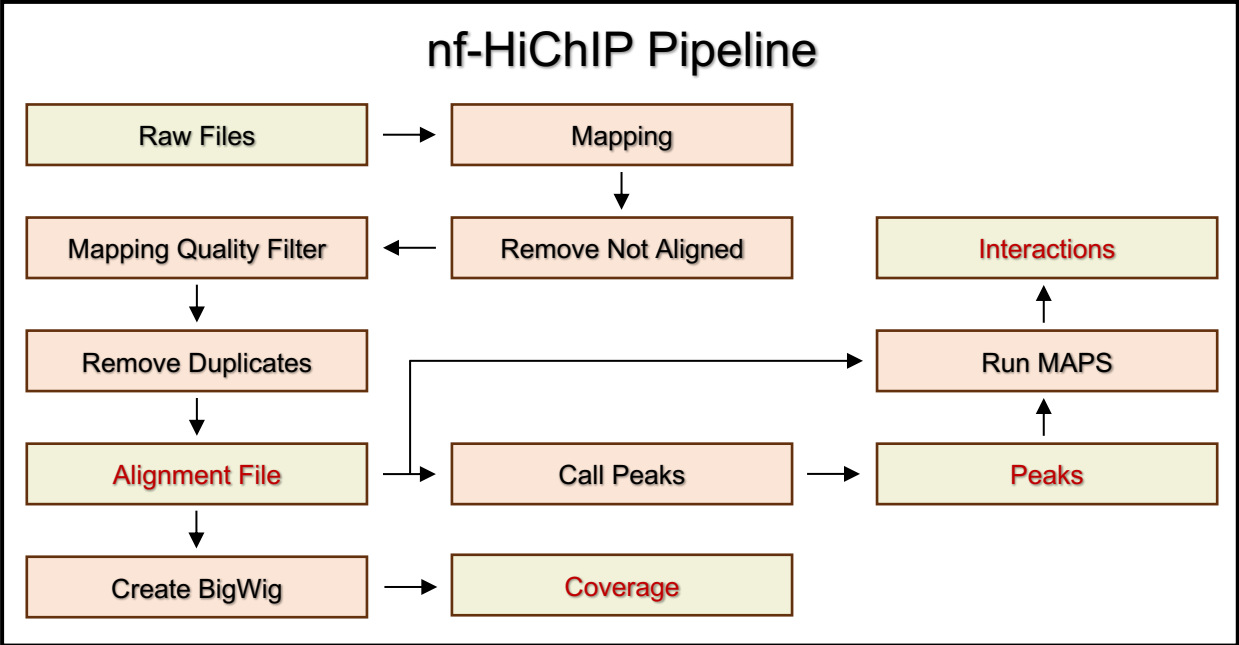

**Supplementary Figure 3.** nf-HiChIP workflow.

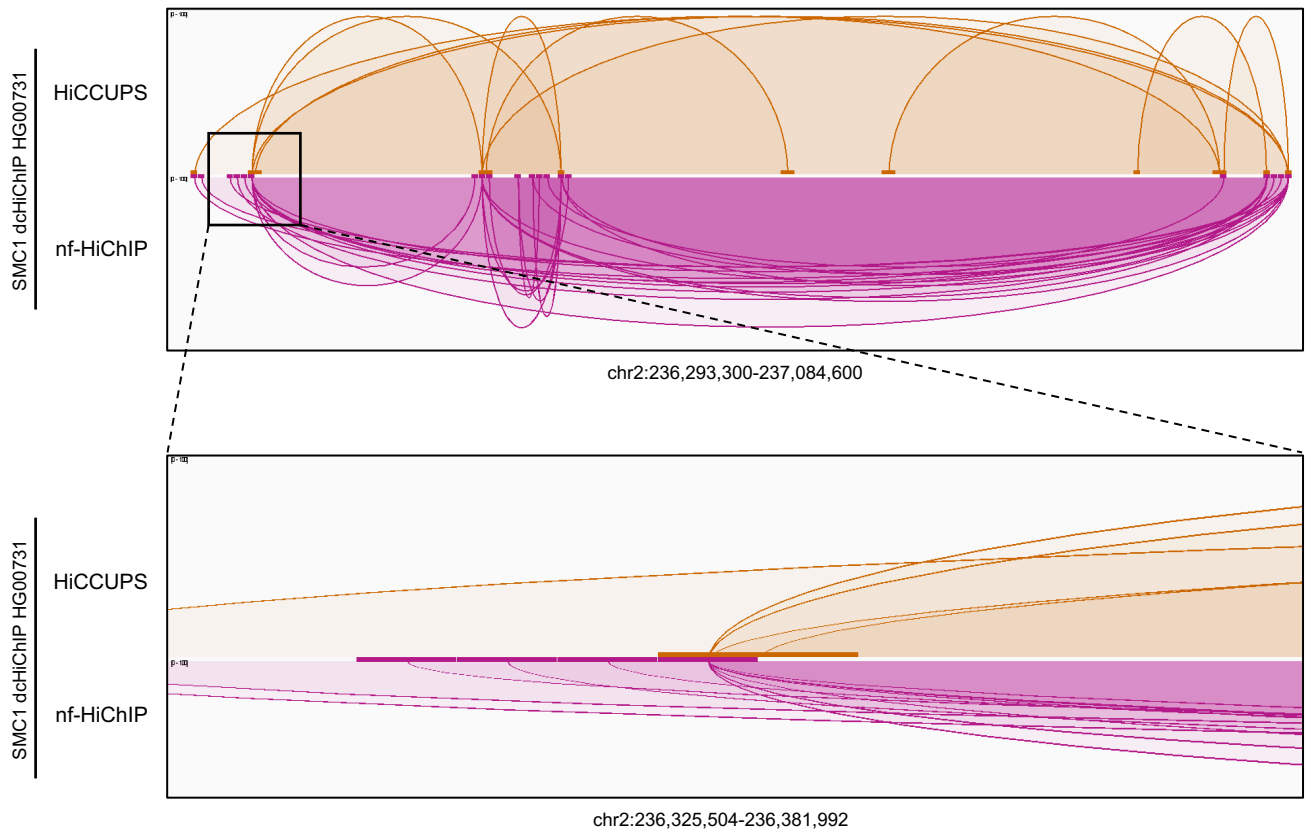

**Supplementary Figure 4.** HiCCUPS uses an image processing approach to identify loops (shown as yellow) from chromatin interaction maps at three different resolutions: 5 kb, 10 kb, and 25 kb and then merges loops based on the predefined threshold. In contrast, as nf-HiChIP directly detects loops from interaction data at a single, user-defined resolution 5 kb (as shown in red). Due to these methodological differences specifically the higher resolution and lack of merging in nf-HiChIP - multiple nf-HiChIP loops anchors can overlap with a single HiCCUPS loop anchors.

A

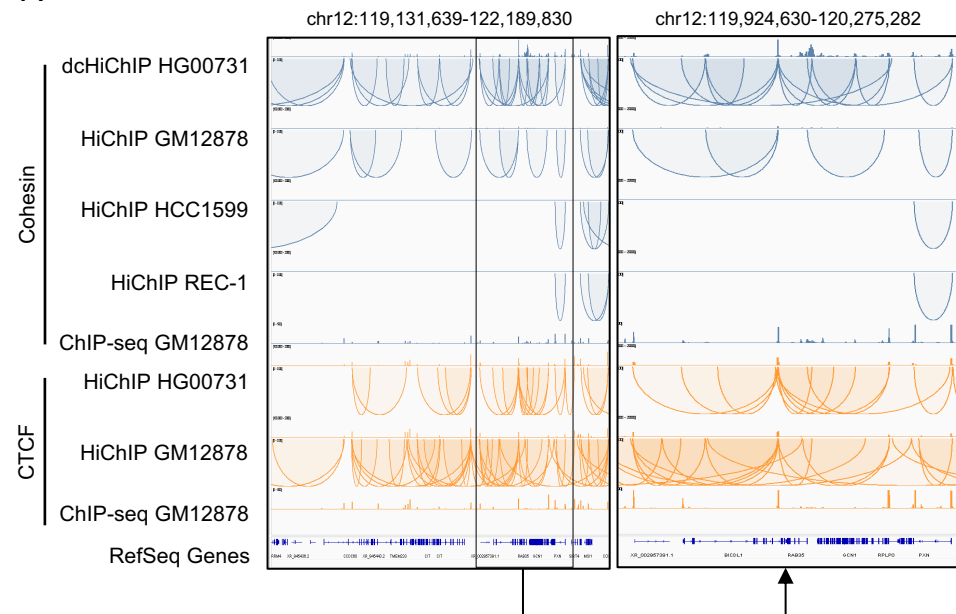

B

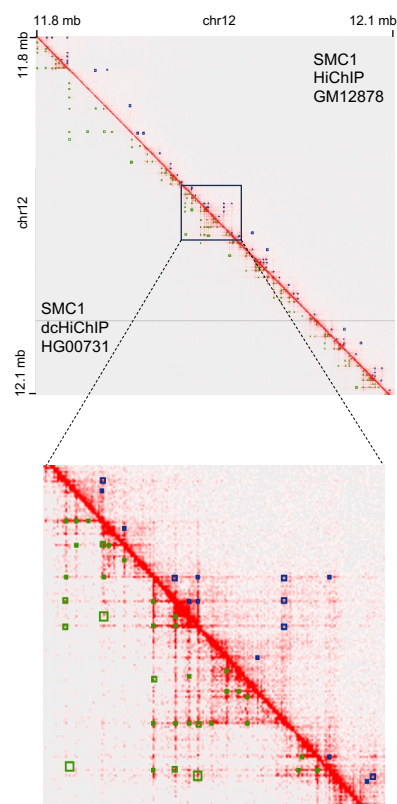

C

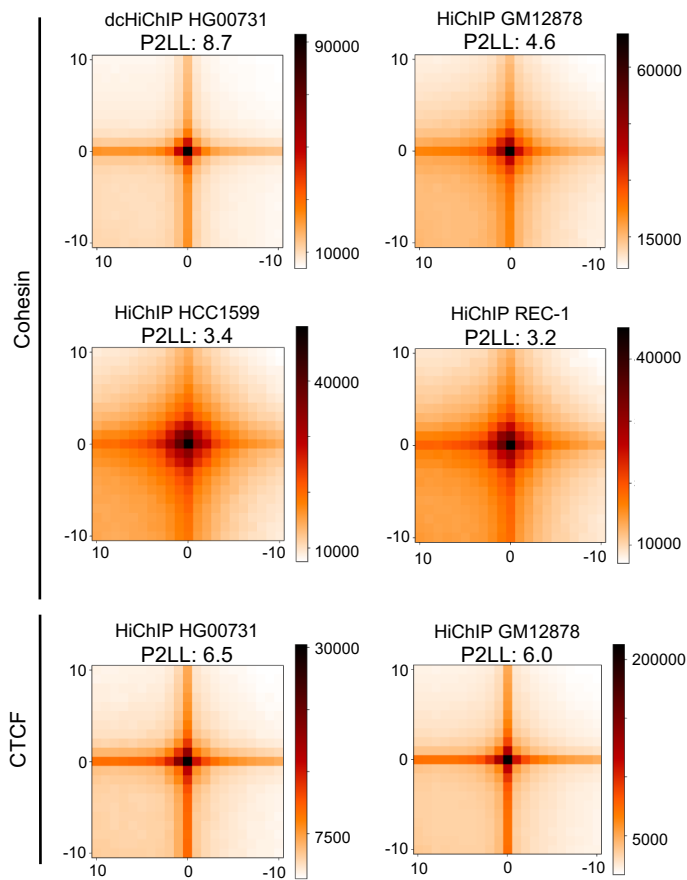

D

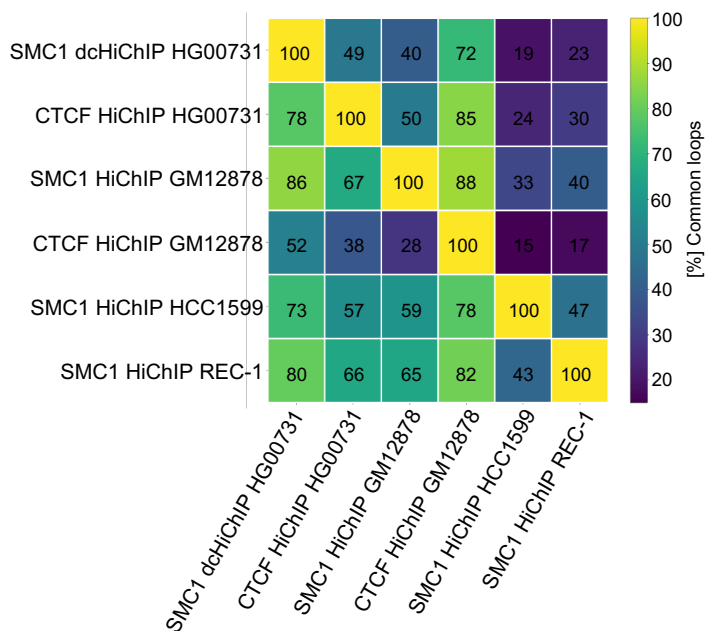

**Supplementary Figure 5. FA-EGS cross-linking HiChIP protocol improves detection of cohesin-mediated loops (HICCUPS).** **A.** IGV browser coverage tracks and HICCUPS loops of indicated HiChIP samples and coverage tracks for SA1 and CTCF GM12878 ChIP-seq experiments. **B.** Juicebox interaction maps at 5 kb resolution of the example region for the indicated cohesin HiChIP samples. Loops (HICCUPS) are shown as green (SMC1 dcHiChIP HG00731) or blue (SMC1 HiChIP GM12878) rectangles. **C.** Aggregate Peak Analysis (APA) performed using the loops identified by HICCUPS for the indicated cohesin and CTCF HiChIP samples. APA score P2LL (peak to left lower corner) is the ratio of the central bin to the average of the lower left corner and indicates the strength of the loop. **D.** Heatmap showing the HICCUPS loop overlap with 15 kb tolerance between cohesin and CTCF HiChIP samples.

A

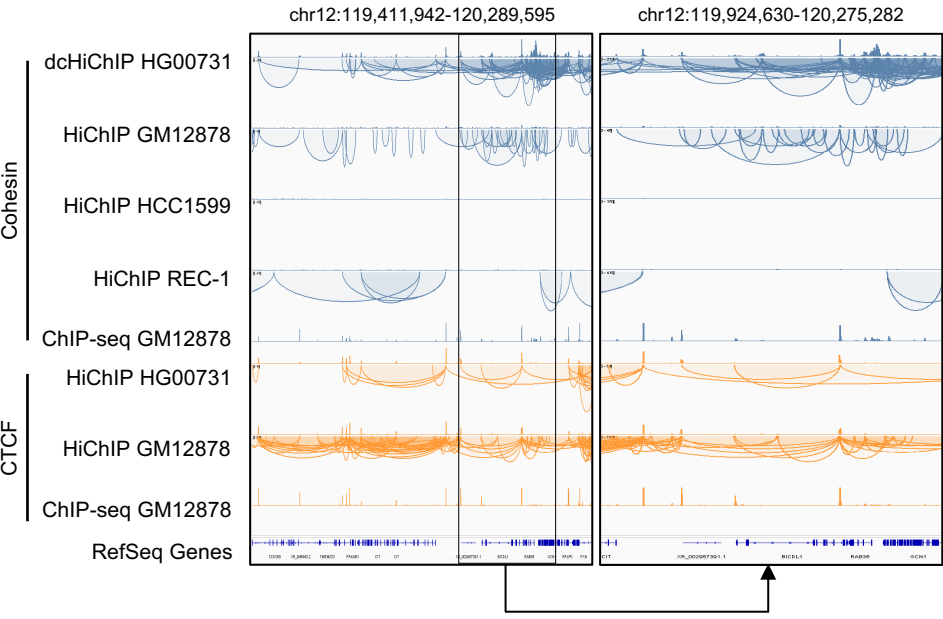

B

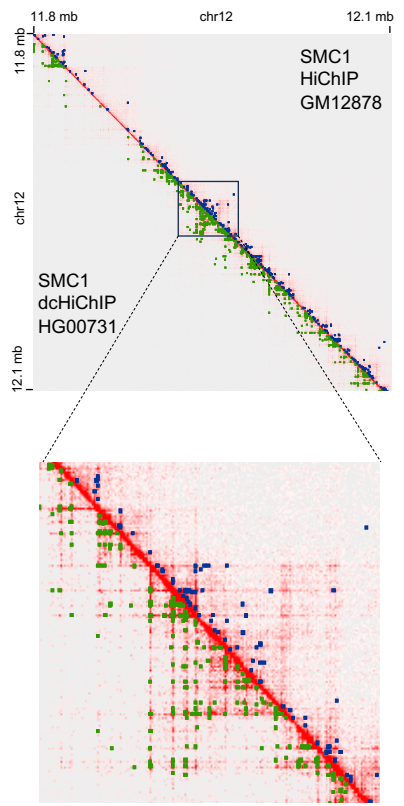

C

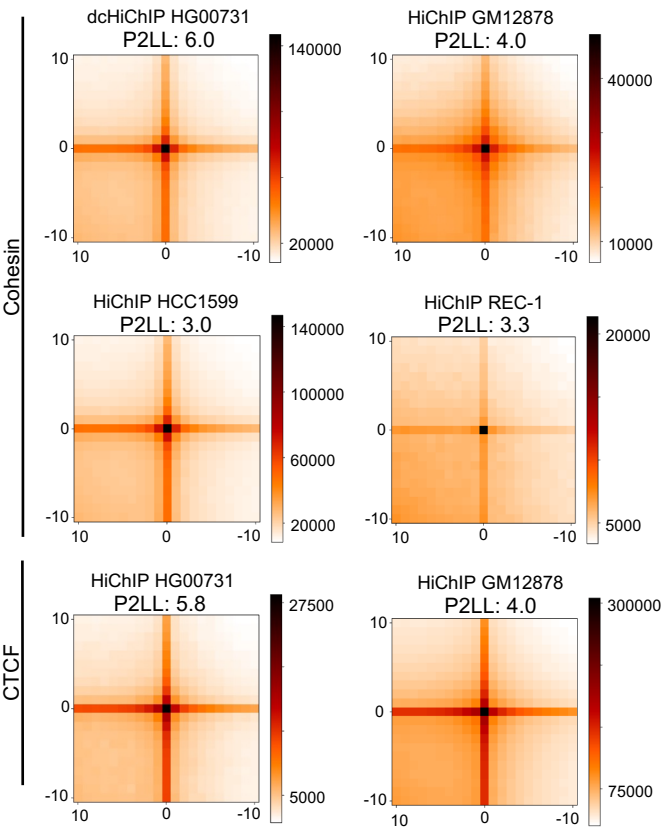

D

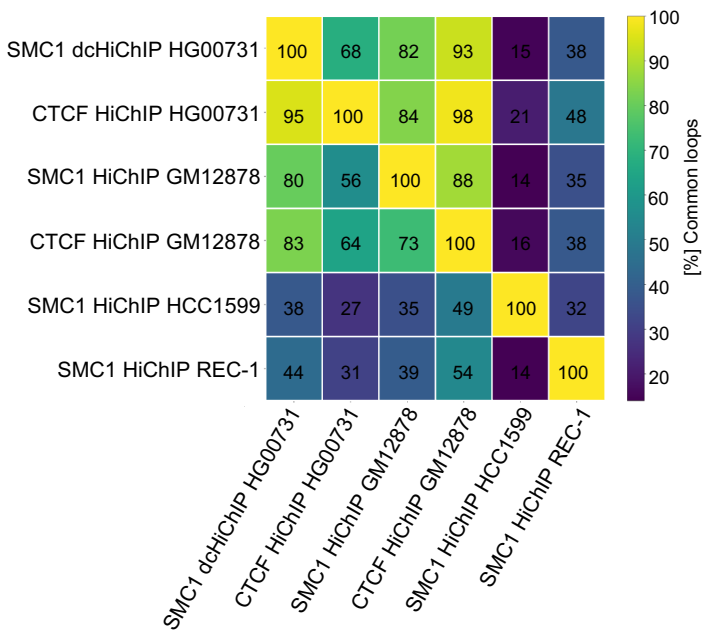

**Supplementary Figure 6. FA-EGS cross-linking HiChIP protocol improves detection of cohesin-mediated loop detection (ChIA-PIPE).** **A.** IGV genome browser view showing coverage tracks and ChIA-PIPE loops of the indicated HiChIP samples and coverage tracks for SA1 and CTCF GM12878 ChIP-seq experiments. **B.** Juicebox interaction maps at 5 kb resolution of the example region for the indicated cohesin HiChIP samples. Loops (ChIA-PIPE) are shown as green (SMC1 HiChIP HG00731) or blue (SMC1 HiChIP GM12878) rectangles. **C.** Aggregate Peak Analysis (APA) performed using the loops identified by ChIA-PIPE for the indicated cohesin and CTCF HiChIP samples. APA score P2LL (peak to left lower corner) is the ratio of the central bin to the average of the lower left corner and indicates the strength of the loop. **D.** Heatmap showing the ChIA-PIPE loop overlap with 15 kb tolerance between cohesin and CTCF HiChIP samples.

A

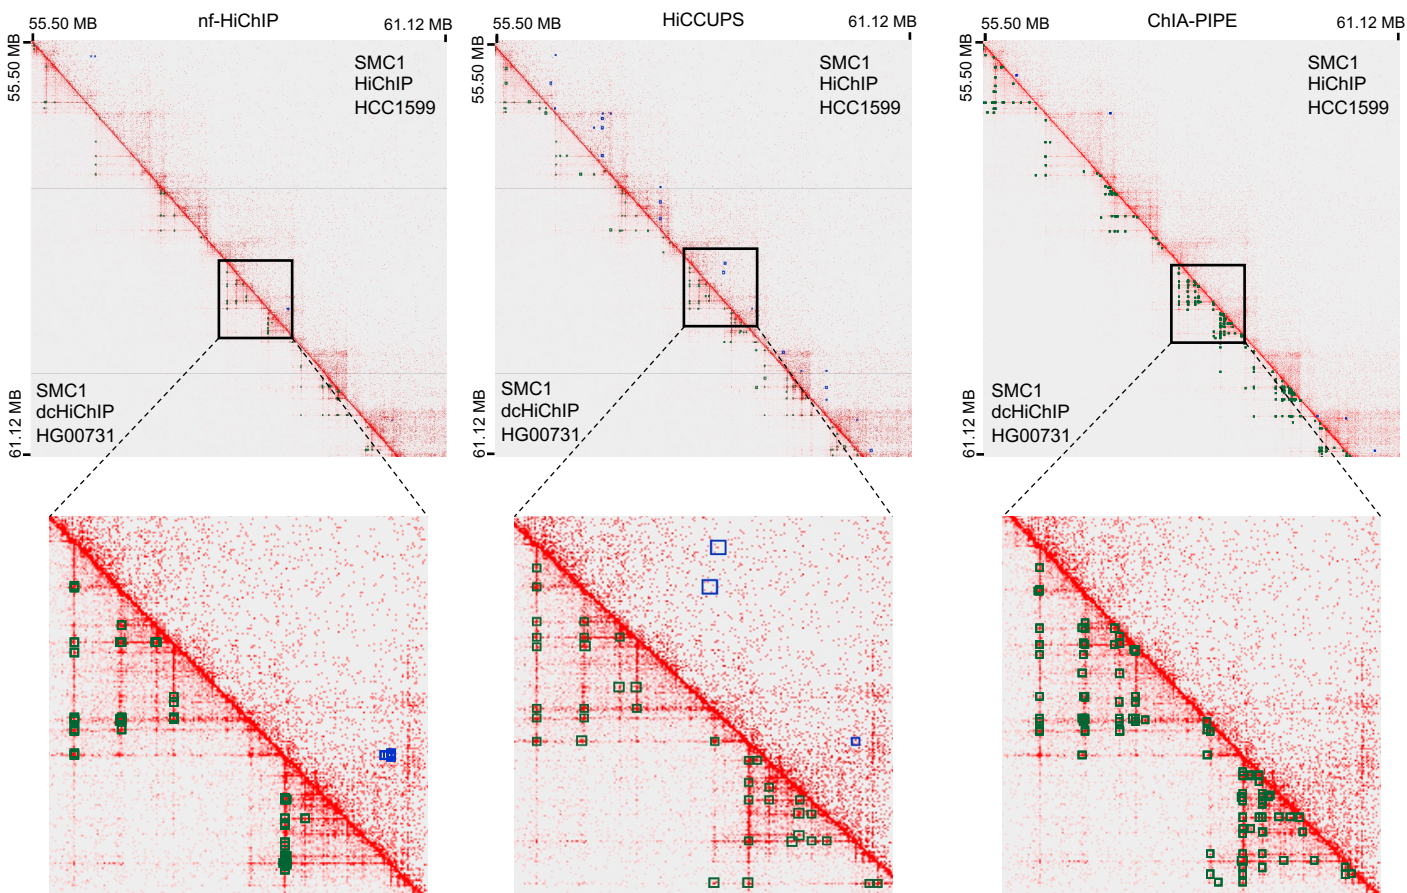

B

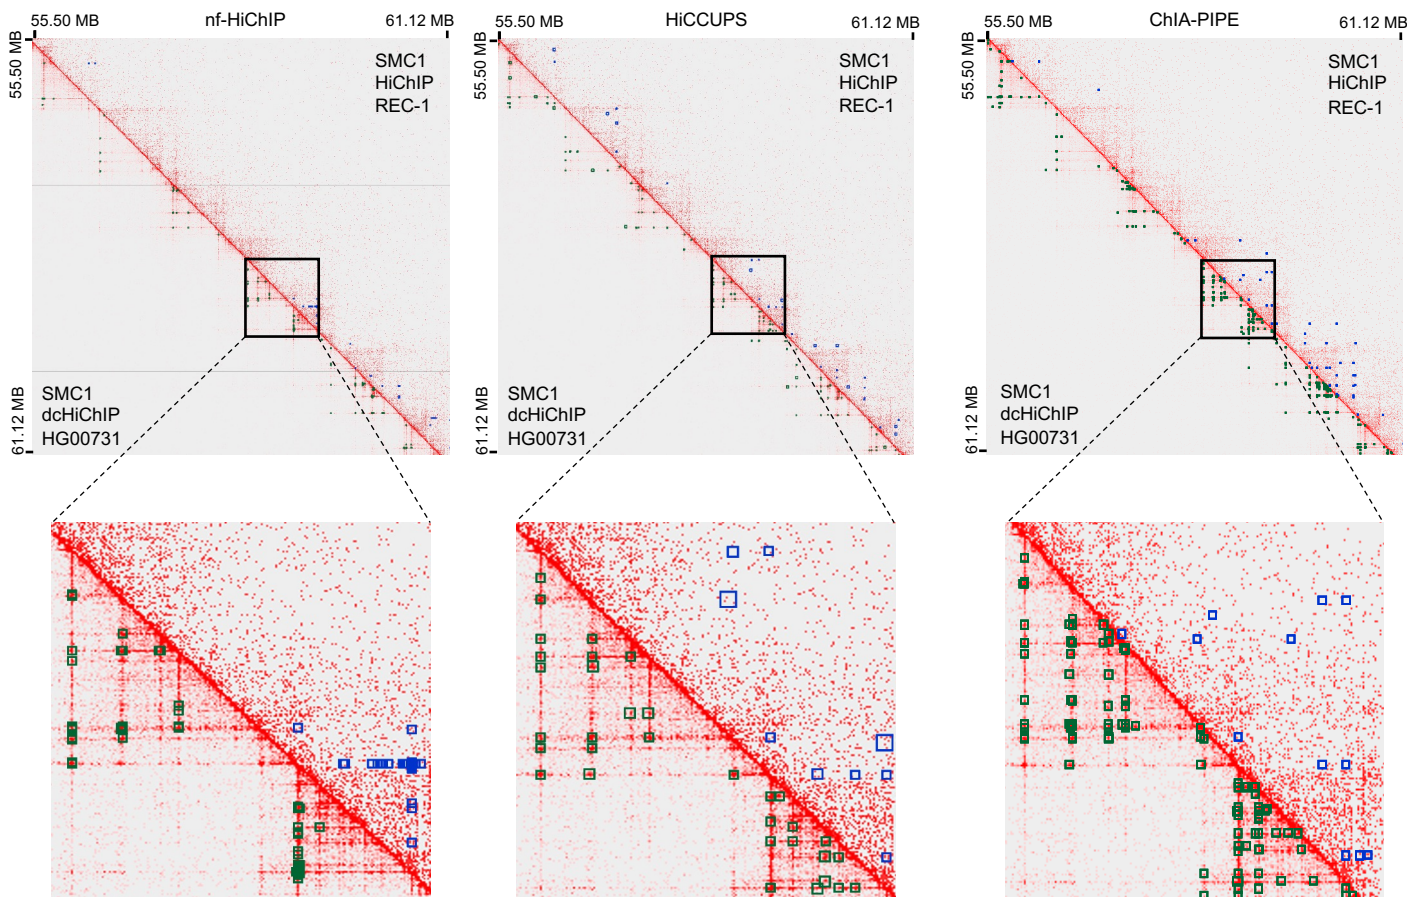

**Supplementary Figure 7. A.** Juicebox interaction maps at 5 kb resolution of the example region (chr14:55,500,000-61,120,000) for the indicated cohesin HiChIP samples. Loops (nf-HiChIP, HiCCUPS and ChIA-PIPE) are shown as green (SMC1 HiChIP HG00731) or blue (SMC1 HiChIP HCC1599) rectangles. **B.** Juicebox interaction maps at 5 kb resolution of the example region (chr14:55,500,000-61,120,000) for the indicated cohesin HiChIP samples. Loops (nf-HiChIP, HiCCUPS and ChIA-PIPE) are shown as green (SMC1 HiChIP HG00731) or blue (SMC1 HiChIP REC-1) rectangles.

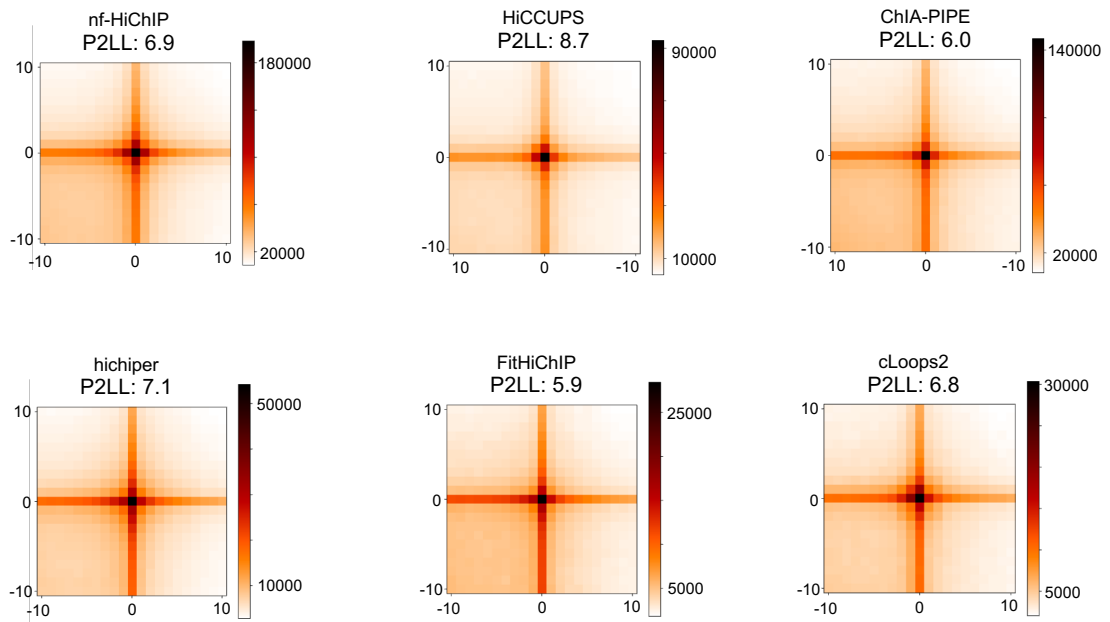

**Supplementary Figure 8.** APA analysis performed using loops identified different loop calling algorithms – nf-HiChIP, HiCCUPS, ChIA-PIPE, hichiper, FitHiChIP, cLoops2 on SMC1 HiChIP HG00731 sample.

**A**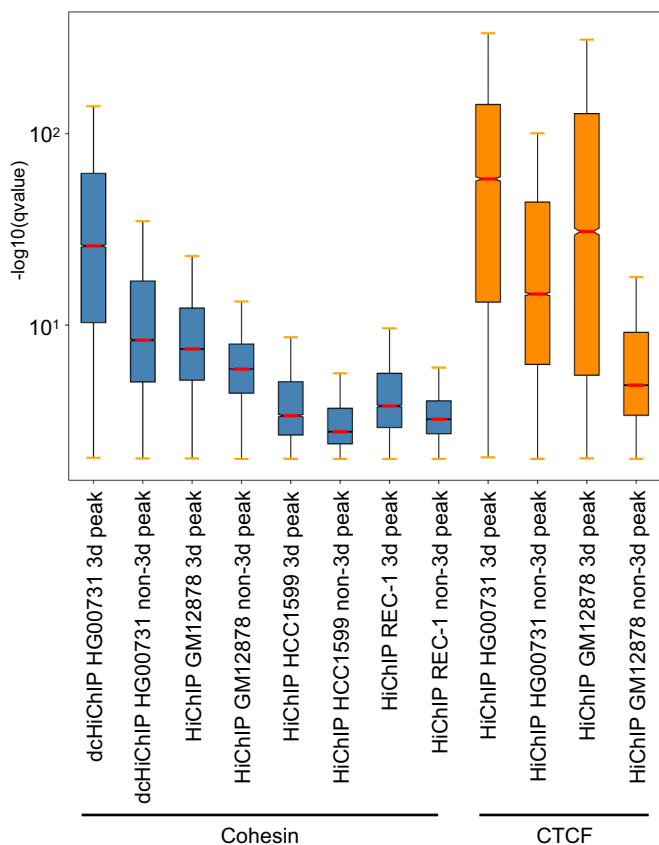**B**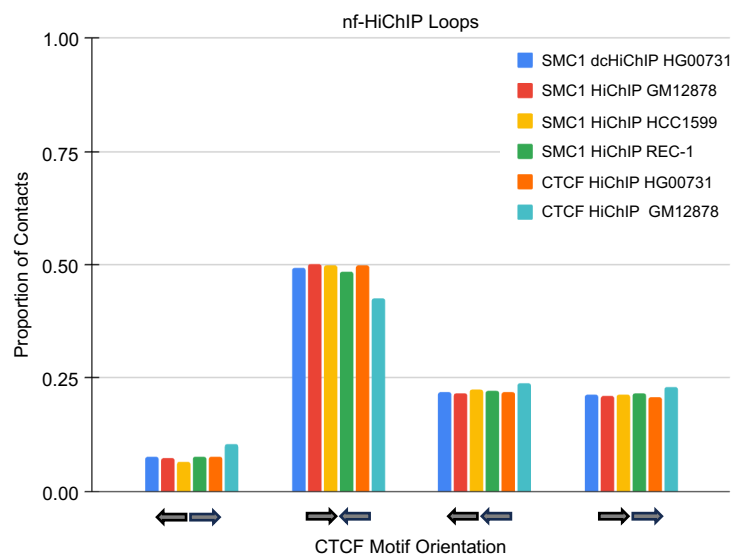

**Supplementary Figure 9. A.** Distribution of  $-\log_{10}(\text{qvalue})$  of peaks called by MACS3 in the indicated samples. Peaks that are localised at the loop anchors are marked by 3d peaks and those not localised at the anchors are marked by non-3d peak. The red horizontal line inside each boxplot indicates the median. The bottom edge of the box marks the first quartile, and the top edge marks the third quartile and the whiskers extend to the minimum and maximum values, excluding outliers, which are not shown. **B.** CTCF motif orientation analysis at HiChIP contact anchors in all the samples. Here, “ $\leftarrow\rightarrow$ ” is opposite, “ $\rightarrow\leftarrow$ ” is convergent, “ $\leftarrow\leftarrow$ ” is tandem left, and “ $\rightarrow\rightarrow$ ” is tandem left motif orientation.

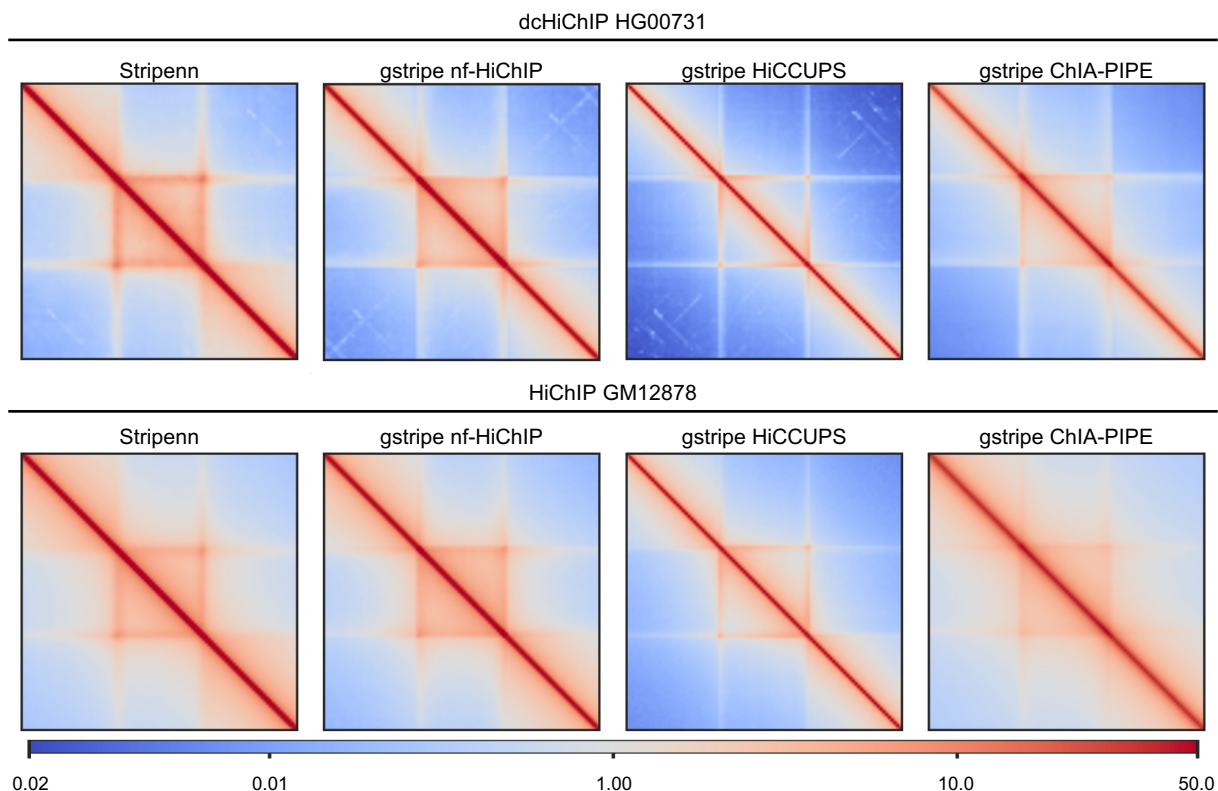

**Supplementary Figure 10.** Pileup plots constructed for stripe regions display averaged contact map values within the stripe domains for cohesin HiChIP samples. Upper and lower panel present SMC1 FA-EGS HiChIP (HG00731) and SMC1 HiChIP (GM12878), respectively and stripes were called by the algorithms indicated above the pileup plots. Coolpuppy API was used to obtain the plots, with parameters equivalent to using “--rescale --local --unbalanced” options, i.e. each stripe domain was expanded by regions of equal size from both sides, then rescaled to a standard size, and the the raw contact matrix signal is averaged over all stripe domains. The color scale is logarithmic.

A.

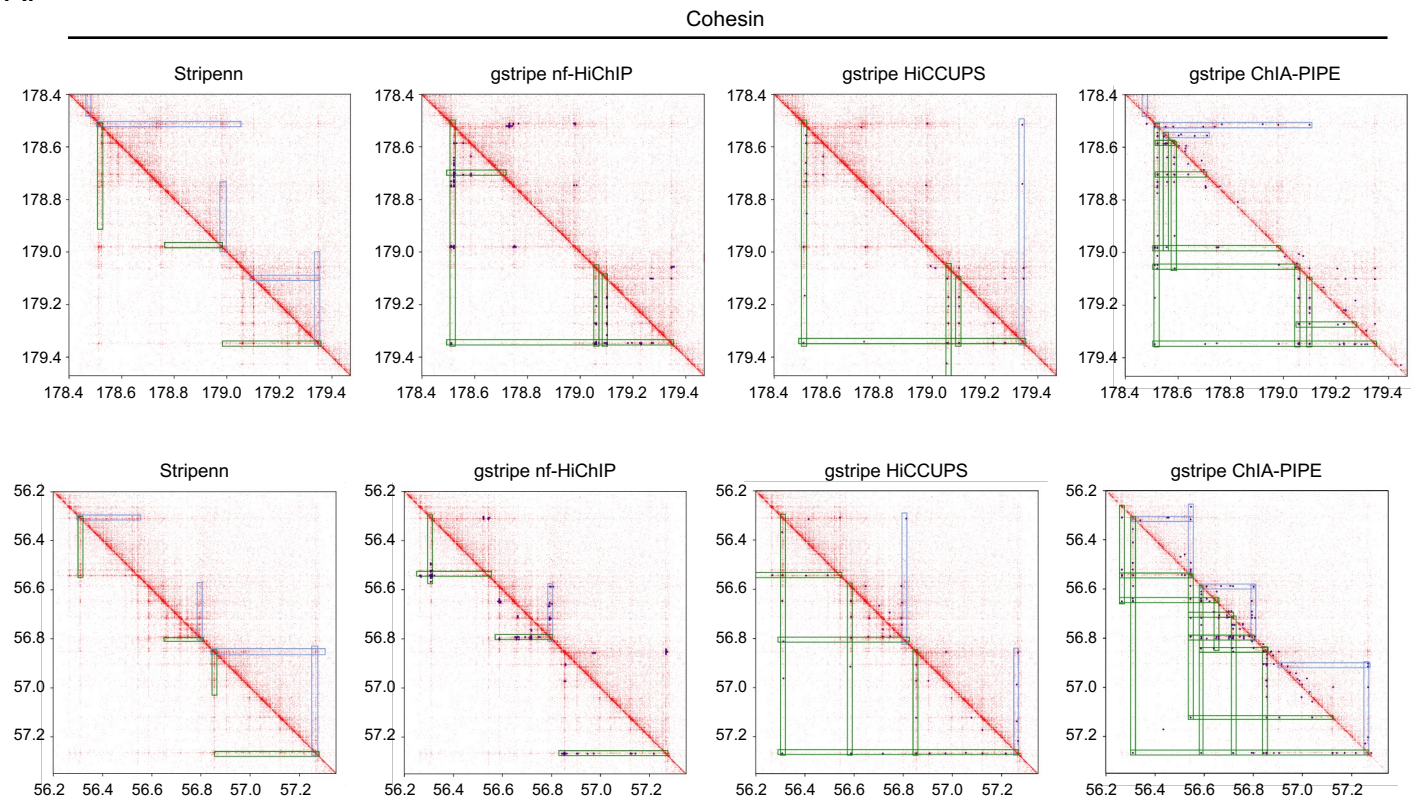

B.

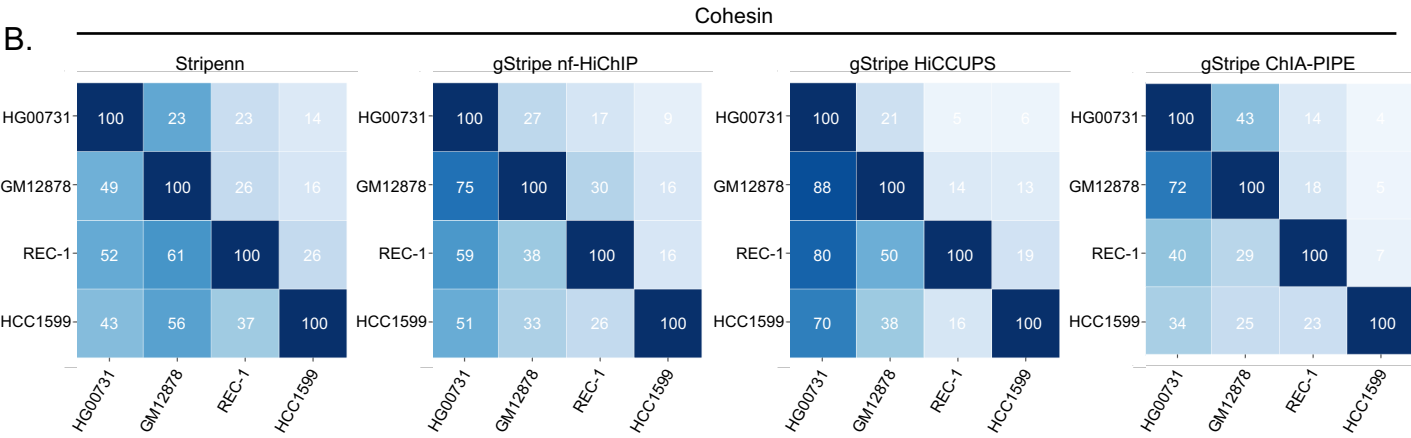

C.

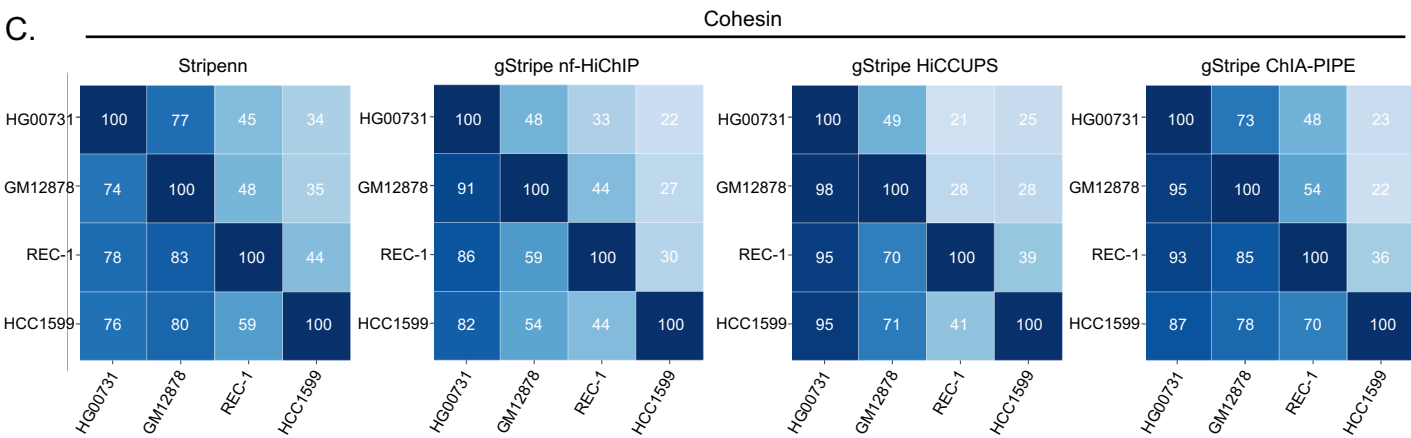

**Supplementary Figure 11. A.** Comparison of stripes called on our HiChIP data (HG00731, below diagonal, green) and the GM12878 data (above diagonal, blue) for two additional example regions: chr1:178,421,512-179,491,193 (top) and chr6:56,250,000-57,400,000 (bottom). The first three columns show stripes called using gStripe with loops (shown as purple dots) obtained using nf-HiChIP, ChIA-PIPE and HiCCUPS, respectively. The last column shows stripes called by Stripenn. **B.** Overlap between stripe anchors called in each dataset by gStripe (using loops obtained from nf-HiChIP, HiCCUPS or ChIA-PIPE) and Stripenn. A single cell in the matrix represents the percentage of stripes in the row sample overlapping one or more stripes in the column sample. For example, in the first panel, 72% of the stripes from the GM12878 (row 2) are present in HG00731 (column 1). **C.** Overlap between stripe domains. A stripe domain refers to the entire length of the stripe, not just the anchor. Overlapping domains are merged. The datasets and matrix construction are the same as in B.

A.

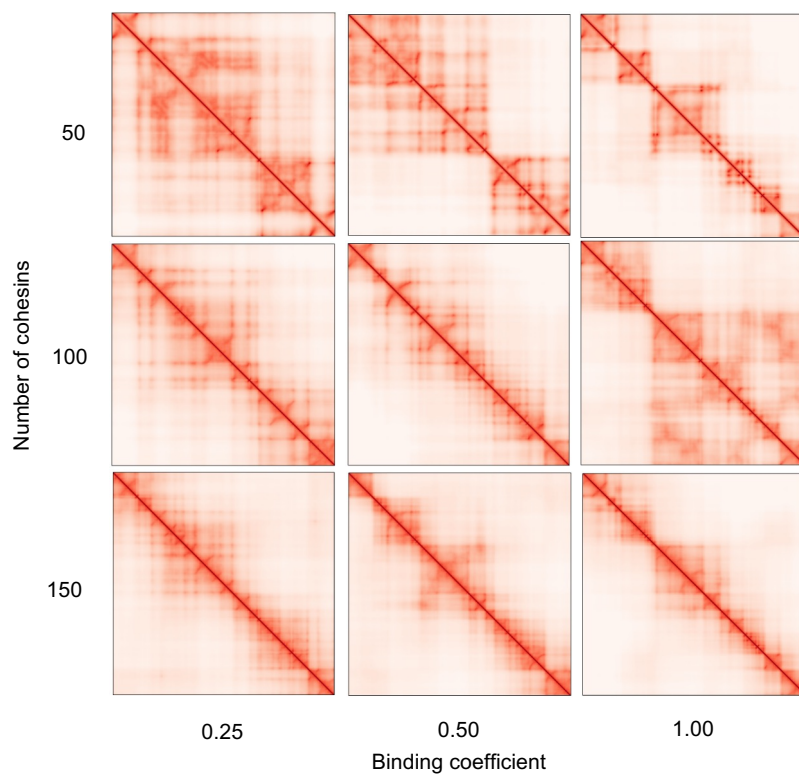

B.

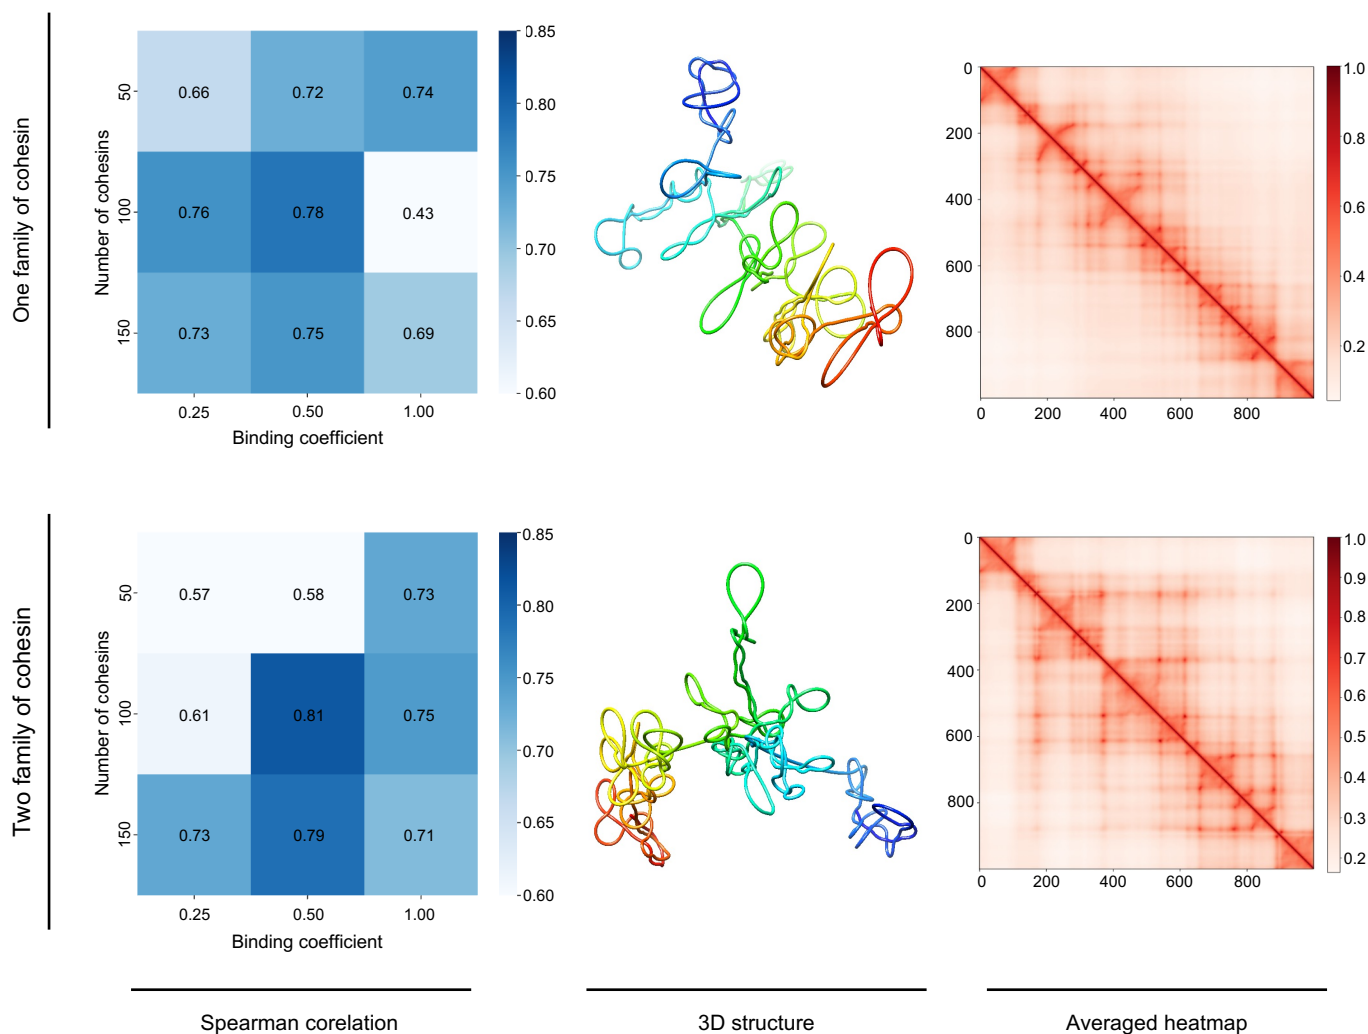

**Supplementary Figure 12: Choosing the appropriate biophysical model for the exemplary region (chr1:178421513-179491193).** **A.** The resulting average inverse distance heatmaps from the ensemble of 3D structures for different values of the number of cohesins and the binding coefficient. We see that we can either have well confined borders with only short-range loops and stripes with high values of binding coefficient and number of cohesins, or long-range patterns without clear borders with small amount of cohesins and small binding coefficients. **B.** (Left) The first column shows Spearman correlation between simulated and experimental heatmap with only one family of cohesins, and two families of extruders. (Middle) The second column shows the final 3D structures. (Right) The third column present averaged inverse distance heatmaps from the ensemble of structures. In both simulations, the same biophysical parameters were used (100 cohesins, binding coefficient = 0.5). For the second cohesin family, five cohesins were assigned a folding coefficient 10 times higher than that of the first family.

| Human cell line  | Cell Type   | Target protein | Cross-linking agent | Source                      | Acession Id |
|------------------|-------------|----------------|---------------------|-----------------------------|-------------|
| dcHiChIP HG00731 | LCL *       | Cohesin (SMC1) | FA + EGS            | This study                  | GSE266640   |
| HiChIP GM12878   | LCL *       |                | FA                  | Mumbach et al., 2016        | GSE80820    |
| HiChIP HCC1599   | Epithelial  |                |                     | Petrovic et al, 2019        | GSE116872   |
| HiChIP REC-1     | Lymphoblast |                |                     |                             | GSE116875   |
| ChIP-seq GM12878 | LCL *       | Cohesin (SA1)  |                     | Kasowski, Maya et al., 2013 | GSE50893    |
| ChIP-seq GM12878 | LCL *       | CTCF           |                     |                             | GSE50893    |
| HiChIP HG00731   | LCL *       |                | This study          | GSE266640                   |             |
| HiChIP GM12878   | LCL *       |                | Glutaraldehyde      | Mumbach et al., 2016        | GSE115524   |

\*LCL from 1000 Genome Project (1000 Genomes Project Consortium et al., 2015)

**Supplementary Table 1.** HiChIP experiments included in the study.

| Dataset      | Type of experiment | Number of replicates | Number of reads | Number of peaks | 3D peaks | Non 3D peaks | % of 3D peaks |
|--------------|--------------------|----------------------|-----------------|-----------------|----------|--------------|---------------|
| SMC1 HG00731 | dcHiCHIP           | 2                    | 607,768,604     | 97364           | 49638    | 47726        | 50.98188242   |
| HG00731 CTCF | HiCHIP             | 2                    | 303,575,305     | 63555           | 17625    | 45930        | 27.73188577   |
| SMC1 GM12878 | HiCHIP             | 2                    | 643,644,994     | 666380          | 74887    | 591493       | 11.23788229   |
| CTCF GM12878 | HiCHIP             | 2                    | 533,531,475     | 153256          | 23405    | 129851       | 15.27183275   |
| SMC1 HCC1599 | HiCHIP             | 1                    | 769,438,941     | 21281           | 8371     | 26008        | 39.33555754   |
| SMC1 REC-1   | HiCHIP             | 1                    | 762,451,158     | 34379           | 5968     | 15313        | 17.35943454   |
| SA1 GM12878  | ChIP-seq           | 2                    | 57,401,728      | 60169           | -        | -            | -             |
| CTCF GM12878 | ChIP-seq           | 2                    | 52,588,683      | 67179           | -        | -            | -             |

**Supplementary Table 2.** Number of biological replicates, total number of reads and MACS3 peaks for indicated experiments.

|                            | <b>CTCF ChIP-seq peaks</b> | <b>CTCF HiChIP peaks</b> |
|----------------------------|----------------------------|--------------------------|
| <b>CTCF ChIP-seq peaks</b> | 100%                       | 95%                      |
| <b>CTCF HiChIP peaks</b>   | 98%                        | 100%                     |

**Supplementary Table 3.** Overlap between CTCF HiChIP loops sets detected with MAPS using CTCF ChIP-seq peaks or CTCF HiChIP peaks.

| Dataset               | HiCCUPS in nf-HiChIP |        |                |        | nf-HiChIP in HiCCUPS |        |                |        |
|-----------------------|----------------------|--------|----------------|--------|----------------------|--------|----------------|--------|
|                       | Strict overlap       |        | 15kb tolerance |        | Strict overlap       |        | 15kb tolerance |        |
| SMC1 dcHiChIP HG00731 | 19387                | 44.93% | 20243          | 46.92% | 45029                | 55.95% | 71349          | 88.65% |
| CTCF HiChIP HG00731   | 6912                 | 25.99% | 7423           | 27.92% | 14559                | 51.97% | 24173          | 86.30% |
| SMC1 HiChIP GM12878   | 7417                 | 38.08% | 7688           | 39.47% | 19000                | 52.00% | 32085          | 87.82% |
| CTCF HiChIP GM12878   | 24398                | 40.83% | 26236          | 43.91% | 65081                | 36.45% | 138024         | 77.31% |
| SMC1 HiChIP HCC1599   | 2890                 | 26.81% | 3065           | 28.43% | 7084                 | 41.37% | 13298          | 77.66% |
| SMC1 HiChIP REC-1     | 3843                 | 32.65% | 4163           | 35.36% | 8897                 | 39.91% | 16666          | 74.76% |

**Supplementary Table 4.** Overlap between loops (number and percentage) between the HiCCUPS and nf-HiChIP.

| <b>Dataset</b>        | <b>nf-HiChIP</b> | <b>HICCUPS</b> | <b>ChIA-PIPE</b> | <b>hichiper</b> | <b>FitHiChIP</b> | <b>cLoops2</b> |
|-----------------------|------------------|----------------|------------------|-----------------|------------------|----------------|
| SMC1 dcHiChIP HG00731 | 80487            | 43148          | 179516           | 80487           | 127278           | 164377         |
| CTCF HiChIP HG00731   | 28012            | 26590          | 46117            | --              | --               | --             |
| SMC1 HiChIP GM12878   | 36535            | 19478          | 92248            | --              | --               | --             |
| CTCF HiChIP GM12878   | 178535           | 59753          | 236997           | --              | --               | --             |
| SMC1 HiChIP HCC1599   | 17124            | 10779          | 19057            | --              | --               | --             |
| SMC1 HiChIP REC-1     | 22294            | 11772          | 46112            | --              | --               | --             |

**Supplementary Table 5.** Number of significant interactions (loops) detected by three independent algorithms: nf-HiChIP, HICCUPS and ChIA-PIPE.

| Loops Calling Pipeline | Dataset               | ↔↔    | ↔←    | ←←    | ↔↔    | ←.    | →.    | .←    | .→    | None  |
|------------------------|-----------------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| nf-HiChIP              | SMC1 dcHiChIP HG00731 | 5173  | 33271 | 14682 | 14431 | 1520  | 4864  | 4438  | 1571  | 537   |
|                        | CTCF HiChIP HG00731   | 1881  | 12397 | 5447  | 5189  | 309   | 1149  | 1300  | 311   | 29    |
|                        | SMC1 HiChIP GM12878   | 2208  | 15421 | 6673  | 6435  | 711   | 2087  | 2122  | 639   | 239   |
|                        | CTCF HiChIP GM12878   | 15243 | 61912 | 34776 | 33252 | 4270  | 11769 | 12265 | 4040  | 1008  |
|                        | SMC1 HiChIP HCC1599   | 947   | 7290  | 3259  | 3093  | 212   | 966   | 1032  | 247   | 78    |
|                        | SMC1 HiChIP REC-1     | 1445  | 9090  | 4177  | 4073  | 408   | 1288  | 1334  | 360   | 119   |
| HiCCUPS                | SMC1 dcHiChIP HG00731 | 2910  | 20850 | 7662  | 7785  | 533   | 1186  | 1378  | 607   | 228   |
|                        | CTCF HiChIP HG00731   | 2405  | 12344 | 5224  | 5105  | 237   | 479   | 533   | 243   | 11    |
|                        | SMC1 HiChIP GM12878   | 1175  | 9997  | 3347  | 3460  | 186   | 474   | 511   | 240   | 79    |
|                        | CTCF HiChIP GM12878   | 5419  | 25219 | 11494 | 11529 | 978   | 1897  | 2029  | 1001  | 178   |
|                        | SMC1 HiChIP HCC1599   | 698   | 5800  | 1905  | 1962  | 54    | 142   | 147   | 46    | 16    |
|                        | SMC1 HiChIP REC-1     | 814   | 6034  | 6034  | 2184  | 92    | 205   | 241   | 93    | 25    |
| ChIA-PIPE              | SMC1 dcHiChIP HG00731 | 9354  | 30128 | 16943 | 16825 | 14237 | 23015 | 23489 | 14059 | 31456 |
|                        | CTCF HiChIP HG00731   | 4110  | 11975 | 6886  | 6669  | 2730  | 4498  | 4611  | 2554  | 2074  |
|                        | SMC1 HiChIP GM12878   | 3941  | 7175  | 5228  | 5152  | 9472  | 11899 | 12141 | 9304  | 27926 |
|                        | CTCF HiChIP GM12878   | 20282 | 45461 | 30781 | 30124 | 18009 | 45461 | 28691 | 18046 | 16899 |
|                        | SMC1 HiChIP HCC1599   | 1637  | 2574  | 1876  | 1871  | 1848  | 2103  | 2209  | 1892  | 3037  |
|                        | SMC1 HiChIP REC-1     | 3392  | 5160  | 4037  | 4005  | 4364  | 5307  | 5475  | 4643  | 9719  |

**Supplementary Table 6.** CTCF motif orientation analysis at HiChIP contact anchors in all the samples detected by 3 different loop calling algorithm - nf-HiChIP, HiCCUPS and ChIA-PIPE.

| Loop calling pipeline | Dataset               | EP Loops | PP Loops | % EP+PP Loops |
|-----------------------|-----------------------|----------|----------|---------------|
| nf-HiChIP             | SMC1 dcHiChIP HG00731 | 27495    | 8303     | 44.4767478    |
|                       | CTCF HiChIP HG00731   | 10392    | 3295     | 48.86120234   |
|                       | SMC1 HiChIP GM12878   | 13025    | 3428     | 45.03352949   |
|                       | CTCF HiChIP GM12878   | 60680    | 16942    | 43.47718935   |
|                       | SMC1 HiChIP HCC1599   | 5449     | 1089     | 38.1803317    |
|                       | SMC1 HiChIP REC-1     | 7679     | 2031     | 43.55431955   |
| HiCCUPS               | SMC1 dcHiChIP HG00731 | 13912    | 4630     | 42.97302308   |
|                       | CTCF HiChIP HG00731   | 9659     | 3657     | 50.07897706   |
|                       | SMC1 HiChIP GM12878   | 6579     | 2416     | 46.18030599   |
|                       | CTCF HiChIP GM12878   | 17845    | 5196     | 38.56040701   |
|                       | SMC1 HiChIP HCC1599   | 3571     | 1342     | 45.57936729   |
|                       | SMC1 HiChIP REC-1     | 4107     | 1539     | 47.96126402   |
| ChIA-PIPE             | SMC1 dcHiChIP HG00731 | 45198    | 12131    | 31.93531496   |
|                       | CTCF HiChIP HG00731   | 12585    | 2940     | 33.66437539   |
|                       | SMC1 HiChIP GM12878   | 20401    | 4033     | 26.48729512   |
|                       | CTCF HiChIP GM12878   | 57597    | 10827    | 28.87125153   |
|                       | SMC1 HiChIP HCC1599   | 3601     | 1379     | 26.13212993   |
|                       | SMC1 HiChIP REC-1     | 8663     | 1199     | 21.3870576    |

**Supplementary Table 7.** Number of Enhancer-Promoter (EP) and Promoter-Promoter (PP) loops and percentge of combined EP and PP loops identified for all HiChIP samples from 3 different loops calling algorithm - nfHiChIP, HiCCUPS and ChIA-PIPE.

| Dataset                                                          | Stripe calling algorithm |                               |         |           |
|------------------------------------------------------------------|--------------------------|-------------------------------|---------|-----------|
|                                                                  | Stripenn                 | gStripe, using loop set from: |         |           |
|                                                                  |                          | nf-HiChIP                     | HiCCUPS | ChIA-PIPE |
| SMC1 dcHiChIP HG00731                                            | 3603                     | 4187                          | 6237    | 18155     |
| SMC1 HiChIP GM12878                                              | 3908                     | 1526                          | 1479    | 9606      |
| SMC1 HiChIP HCC1599                                              | 1136                     | 757                           | 497     | 2100      |
| SMC1 HiChIP REC-1                                                | 1637                     | 1223                          | 424     | 6458      |
| Supplementary Table 8. Number of stripes called in each dataset. |                          |                               |         |           |

| Parameter |         | Dataset               |                     |                     |                   |
|-----------|---------|-----------------------|---------------------|---------------------|-------------------|
| canny     | bfilter | SMC1 dcHiChIP HG00731 | SMC1 HiChIP GM12878 | SMC1 HiChIP HCC1599 | SMC1 HiChIP REC-1 |
| 1         | 1       | 3390                  | 3023                | 567                 | 563               |
|           | 3       | <b>3603</b>           | 3703                | 840                 | 1201              |
|           | 5       | 3072                  | <b>3908</b>         | 1088                | 1599              |
| 1.5       | 1       | 3440                  | 3871                | 968                 | 1470              |
|           | 3       | 2797                  | 3753                | 1042                | <b>1637</b>       |
|           | 5       | 1904                  | 3534                | 1080                | 1541              |
| 2         | 1       | 2102                  | 3413                | <b>1136</b>         | 1597              |
|           | 3       | 1778                  | 3488                | 1090                | 1565              |
|           | 5       | 1111                  | 2933                | 944                 | 1349              |
| 2.5       | 1       | 1084                  | 2779                | 972                 | 1321              |
|           | 3       | 947                   | 2522                | 885                 | 1220              |
|           | 5       | 603                   | 2230                | 744                 | 882               |
| 3.0       | 1       | 466                   | 2051                | 731                 | 879               |
|           | 3       | 414                   | 1903                | 655                 | 826               |
|           | 5       | 236                   | 1590                | 540                 | 620               |

**Supplementary Table 9.** Number of stripes called by Stripenn in each dataset, using the particular combinations of *canny* (Canny edge detection parameter) and *bfilter* (kernel size of the mean filter) parameters (see: Yoon et al. 2022). The default values are: 2.0 for *canny* and 3 for *bfilter*. The maximum values in each dataset is marked in bold.

# Supplementary material for: Improved cohesin HiChIP protocol and bioinformatic analysis for robust detection of chromatin loops and stripes
**Source:** Commun Biol. 2025 Mar 14;8:437. doi: 10.1038/s42003-025-07847-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software used for data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | <div><p>Zendo -<br/>Link - <a href="https://zenodo.org/records/11213539">https://zenodo.org/records/11213539</a><br/>DOI - 10.5281/zenodo.11213538</p><p>Github -<br/>nf-HiChIP pipeline -<a href="https://github.com/SFGLab/nf-hicchip">https://github.com/SFGLab/nf-hicchip</a><br/>gStripe algorithm -<a href="https://github.com/SFGLab/gStripe">https://github.com/SFGLab/gStripe</a><br/>LoopSage algorithm -<a href="https://github.com/SFGLab/LoopSage">https://github.com/SFGLab/LoopSage</a></p><p>Requirments -<br/>#nf-HiChIP -<br/>scipy&gt;=0.17.0<br/>py2bit&gt;=0.1.0<br/>pyBigWig&gt;0.2.1<br/>matplotlib&gt;=1.4.0<br/>pandas==v0.20.3<br/>numpy==v1.17.1<br/>pysam==v0.15.2<br/>pybedtools==v0.8.0</p></div> |

```

Cython
click
#Post-Processing
Pickle ==v3.12.4
pandas ==2.2.2
matplotlib==3.9.0
matplotlib-venn== 0.11.10
#gSTRIPE
numpy >= 2.0.0
pandas >= 2.2.2
scipy >= 1.13.1
igraph >= 0.11.5
matplotlib >= 3.9.0
setuptools>=70.1.0
seaborn >= 0.13.2
#LoopSage
scipy>=1.11.4
mdtraj>=1.9.9
seaborn>=0.13.0
statsmodels>=0.14.0
matplotlib>=3.8.2
numpy>=1.26.2
pandas>=2.1.3
pybigwig>=0.3.22
imageio

```

Other software used for data analysis-

Juicer (<https://github.com/aidenlab/juicer>)

ChIA-PIPE (<https://github.com/TheJacksonLaboratory/ChIA-PIPE>)

MACS (<https://github.com/macs3-project/MACS>)

deepTools (<https://github.com/deeptools/deepTools>)

Software Used for data visualization -

IGV (<https://igv.org/>)

Juicebox (<https://github.com/aidenlab/Juicebox>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated in this study is deposited in the Gene Expression Omnibus (GEO) database, with an accession number GSE266640.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                     |
|-----------------|-------------------------------------------------------------------------------------|
| Sample size     | For each HiChIP experiment 10 millions cells were used                              |
| Data exclusions | No data was excluded                                                                |
| Replication     | HiChIP experiments were performed in two biological replicates                      |
| Randomization   | Since we did not use different experimental groups, randomization was not necessary |
| Blinding        | Blinding was not relevant because of our experimental design                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | SMC1 antibody (Bethyl Laboratories, A300-055A)<br>CTCF antibody (Abclonal, A1133)                                                                                                                                                                                                                   |
| Validation      | Both antibodies were validated in human lymphoblastoid cell line (LCL) by ChIP-qPCR experiments. They were also validated by WB by the manufacturers as indicated on their websites and they have been used in previous studies for HiChIP experiments (Mumbach et al., 2016; Mumbach et al., 2019) |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HG00731 LCL was purchased from the Coriell Institute                                         |
| Authentication                                                       | Cells were purchased directly from the Coriell Institute and were not further authenticated. |
| Mycoplasma contamination                                             | Cell were tested negative for mycoplasma contamination                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                         |

## Plants

---

Seed stocks

NA

Novel plant genotypes

NA

Authentication

NA

How the deposited data were processed for this re-analysis (not part of the article)

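SMC1 FA-EGS HiChIP and CTCF HiChIP of the HG00731 LCL were measured in 2 biological replicates each, and the deposited data used here are 1 peak list and 1 loop list per target. The authors pooled both replicates before they called peaks and loops, so the lists hold no value per replicate, and each value below describes a pooled list. HiChIP of the other cell lines and ChIP-seq are not analysed here.

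The authors aligned reads to hg38 with BWA-MEM 0.7.17, kept alignments with a MapQ over 30, removed duplicates and called peaks with MACS3 3.0.1. The fold enrichment that the authors deposited is the ratio of the signal at the summit to the local background of the same sample. The authors deposited the significance of each peak as the -log10 of its MACS3 q-value, and the lists stop at a q-value of 0.01. In the loop lists the authors deposited the raw count of read pairs for each pair of 5 kb bins, without normalization, beside the number that the MAPS regression expects. The q-value that the authors deposited for a loop is the false discovery rate of MAPS, and the -log10 value beside it is the P of its cluster of bin pairs. Neither was used further. The depth per replicate is not part of the lists. The loop counts sum to 788356 read pairs in the list labelled SMC1 and 2666327 in the list labelled CTCF.

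The target of each loop list was taken from its label. The label and Supplementary Table 5 disagree, since the list labelled SMC1 holds the number of loops that the table gives for CTCF and the reverse. No mapping was drawn from this, and values with the loop lists exchanged between the targets are given as an alternative chosen after the loop numbers were seen. All 96855 SMC1 and 62869 CTCF peaks on chromosomes 1 to 22 and X, and all loops, lie within the chromosome ends of the hg38 sequence used.

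Overlaps needed at least 1 bp. 3D peaks were peaks that overlap a loop anchor. Their median -log10 q-value was set against the non-3D peaks weighted to the same deciles of peak width, and against 10000 random sets of peaks drawn within these deciles. Loops of both lists were matched with a tolerance of 15 kb at each anchor. Chance overlap was described with 100 rotations of the anchors, loops or peaks along each chromosome. Promoters were taken from the transcription starts of protein-coding transcripts in GENCODE release 44, within 1 kb. The CTCF motif of 19 bp was learned by expectation maximization from the 50 bp on either side of the CTCF summits on odd-numbered autosomes, with sequences 1000 bp away as the control, and anchors were scored in bits with a minimum of 7. The design set before the data were examined drew on all summits. That motif held 7.61 bits, and an added motif from the 3000 summits with the highest -log10 q-value, chosen after the first was seen, held 12.9 bits. The orientation at the anchors was set against 1000 random re-pairings of left and right anchors within chromosomes. The gStripe procedure was rewritten from the methods, with a relative gap of 0.05, a merge difference of 200 kb, at least 2 leaves, a length of at least 20 kb, a stripe_score of at least 0.45 and a cross_score of 0.9. The methods leave open how touching bins are treated. They were kept apart, and merged in an alternative.

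Shares carry a Wilson interval and medians an interval from the ranks, both at 95%, which cover counting error only. No test between the targets was made. The alternatives were stricter q-value thresholds, other overlap rules, distinct intervals, other motif minimums, other definitions of promoters, other gStripe settings, other tolerances and a restriction to part of the chromosomes. Their effect is given in the closing section. The sites named are those in the windows of the figure legends, with the peak of the highest -log10 q-value and the loop with the most read pairs of each target, the 3 peaks with the highest -log10 q-value and the 3 longest loops of each list, and sequences outside chromosomes 1 to 22 and X. Of these, the windows of Fig. 2A were left out because the legend gives no coordinates, and not every other site is printed. Genes are the ones with the nearest start among all annotated genes, counting the start of each gene and not of each transcript. A position in an exon or intron was looked up for that gene only.

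The procedures were tested on simulated data. Motif learning recovered 19 of 19 planted positions, the strand was recovered at 400 of 400 anchors, and 40 of 40 planted stripes were found. The planted motif stood among random bases, and the planted stripes lay apart with no other loops. Both settings are simpler than the real lists, so these tests do not show how the procedures do there. Why the motif learned from all real summits came out purine-rich was not tested. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0, pysam 0.24.0 and Matplotlib 3.10.9 were used, with a random seed of 11.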

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

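The test below was set before its result was seen. Peaks were called on the Epstein-Barr virus sequence of the alignment reference, which the paper does not discuss, 39 in the SMC1 list and 41 in the CTCF list. There are no control samples without the virus among the lists, and a count of 0 was the level compared with. In the SMC1 list these peaks had a median -log10 q-value of 24.8, against 13.6 on chromosomes 1 to 22, and a median fold enrichment of 1.33, against 3.31. In the CTCF list the median -log10 q-value was 37.9, against 19.3, and the median fold enrichment 1.84, against 4.96. A technical explanation is that many copies of the viral sequence in an LCL raise its coverage as a whole, so that small enrichments reach high significance. It needs a lower fold enrichment together with a higher -log10 q-value than on the chromosomes. The medians of both lists had this, so many copies may account for these medians. The highest -log10 q-value on the viral sequence was 3031.5 in the CTCF list, against 1345.78 on chromosomes 1 to 22. In the SMC1 list it was 785.5, against 1869.41. Of the 3 peaks with the highest -log10 q-value, 2 lay on the viral sequence in the CTCF list and 0 in the SMC1 list. Whether many copies account for this difference between the lists was not tested. Binding of SMC1 or CTCF to the viral sequence stays open, since the lists hold no coverage between peaks and no input sample. No biological explanation was tested.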

How the results depend on the processing

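Values are given for SMC1 and then for CTCF. The exchange of the loop lists between the targets, the motif from 3000 summits, the re-pairing on either side and, for the fold enrichment, the same number of top peaks in both lists were chosen after the data were seen, and all other alternatives before the data were examined. No paired analysis was possible because each list pools both replicates, and no replicate could be left out for the same reason. Among the alternatives set beforehand, 40 values stayed within their limits and 41 moved, among them the ratio of the promoter shares, which crossed 1. The other 3, all convergent shares, crossed the middle of the re-pairings but stayed well inside their range. Among those added, 6 stayed, 17 moved, 14 reversed and 2 became stronger. The cause was not tested for any of them, except where a stricter rule leaves fewer peaks or loops by its construction.

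The medians of the -log10 q-value and the fold enrichment stayed within their intervals on chromosomes 1 to 22 and X and with distinct intervals. With the same number of top peaks in both lists, the median fold enrichment of SMC1 was 4.20, still under that of CTCF. The ratio of 3D to non-3D peaks stayed above 1, between 1.03 and 4.09, under every alternative run, the exchange included. With a -log10 q-value of at least 10, there were 58013 and 41717 peaks, 29.7% and 65.5% of peaks were 3D peaks, 99.87% and 91.6% of loops had a peak, and the chr1 region held 31 peaks. With a -log10 q-value of at least 5, 24.5% and 59.1% were 3D peaks. With the whole peak inside the anchor these were 17.0% and 47.6%, and with the summit inside it 21.2% and 54.1%.

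Counting loops with at least the median number of read pairs left 14953 and 41407. With a peak required at both anchors, 67.3% and 47.7% of loops had one. With a start inside the anchor, 6.30% and 4.99% of loops were Promoter-Promoter, and with all annotated genes 24.4% and 19.4%. Without merging of adjacent stripes, there were 18230 stripes from the list labelled CTCF, and 43.6% and 61.2% of stripes lay within a larger one. With a stripe_score of at least 0.55 these shares were 27.7% and 42.9%, and with touching bins merged 47.8% for CTCF.

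The share of CTCF loops found among SMC1 loops was 24.0% without a tolerance, 43.5% with 5 kb and 49.4% with a peak at both anchors. The share of SMC1 loops found among CTCF loops was 69.0%, 84.1% and 89.2% under these settings. With an overlap of at least 50% of the peak, 33.3% of SMC1 peaks overlapped a CTCF peak and 73.1% of CTCF peaks an SMC1 peak. With a -log10 q-value of at least 10 in both lists these were 58.0% and 82.8%, and with the same number of top peaks 64.3% and 67.7%. The ratio of the promoter shares of SMC1 peaks without and with a CTCF peak was 0.479 with a start inside the peak and 1.33, on the other side of 1, with a -log10 q-value of at least 10.

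The convergent shares with the motif from all summits lay at percentiles of 74.9 and 64.8 of the re-pairings that keep the side. On even-numbered autosomes they were 23.4% and 24.3%, at percentiles of 16.9 and 48.1, and for CTCF with hits within 100 bp of a summit 25.7%, at a percentile of 23.1. None of these is distinct from the re-pairings. With re-pairing on either side, the shares of 24.0% and 24.4% lay under all re-pairings. The motif from 3000 summits gave 48.2% and 47.3%, under all re-pairings that keep the side and above all re-pairings on either side. On the lower side of the re-pairings that keep the side lay also its shares of 51.1% and 51.8% with a minimum of 10 bits, 63.3% and 65.1% with 13 bits, 53.3% and 55.3% within 100 bp of a summit, 49.1% and 47.8% on even-numbered autosomes, and 47.3% and 48.2% with the loop lists exchanged.

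With the loop lists exchanged, there were 80487 and 28012 loops, 100% and 100% of them had a peak, 51.0% and 27.7% of peaks were 3D peaks, 7.22% and 9.37% of loops were Promoter-Promoter, 10915 and 4299 stripes were called, and 49.7% and 31.9% of them lay within a larger one. The median span for SMC1 was then 125 kb, the shares of loops found among those of the other target were 53.4% for SMC1 and 91.7% for CTCF, and the chr1 region held 71 loops. The number of read pairs limits which loops reach the lists, since no loop has under 12.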

Differences from the paper's values

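A gap is called closed where a value came within 1.5 times the paper's, other than by leaving out loops. With the loop lists taken by their labels, 28012 loops were counted for SMC1 against the paper's 80487, and 80487 for CTCF against the paper's 28012. Distinct pairs of bins and a span of at most 1 Mb changed neither number. Of the alternatives set before the data were examined, loops with at least the median number of read pairs brought the CTCF number, 41407, within 1.5 times the paper's, by the construction of leaving out loops, and none did so for SMC1. With the lists exchanged between the targets, chosen after seeing the values, the numbers were 80487 and 28012.

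The share of 3D peaks was 21.9% for SMC1 against the paper's 50.98%, and 54.7% for CTCF against the paper's 27.73%. No alternative set before the data were examined closed either gap (whole peak or summit inside the anchor, a -log10 q-value of at least 5 or 10). With the loop lists exchanged, chosen after seeing the values, the shares were 51.0% and 27.7%. The paper ranks cohesin FA-EGS HiChIP above the other experiments in this share, whereas by label the CTCF share was the higher one.

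The arrows that head the columns of Supplementary Table 6 could not be read, and its column with the largest numbers was taken as the convergent one because the paper states that convergent motifs predominate. On this reading, loops with convergent motifs numbered 6721 for SMC1 against the paper's 33271. None of the alternatives set before the data were examined closed this gap (score minimums of 10 and 13, hits within 100 bp of a summit, even-numbered autosomes). The motif from 3000 summits together with the exchange of the loop lists, a combination chosen after seeing the values, gave 37105, and no other added setting came within 1.5 times the paper's number. For CTCF there were 19667 against the paper's 12397. A score minimum of 13, with 17832 loops, came within 1.5 times the paper's number, and a minimum of 10 and hits within 100 bp of a summit did not. Even-numbered autosomes gave 8847, also within 1.5 times, but they hold 36422 of the loops and so lower the number by construction, which does not close the gap. The motif from 3000 summits was chosen after seeing the first motif and the summit sequences and before any orientation was counted, and its combinations with other settings were chosen after seeing the values. Of these combinations, chosen after seeing the values, those that came within 1.5 times were with a minimum of 13 bits (11348), with the loop lists exchanged (13326) and, by the same construction, on even-numbered autosomes (16910). The paper states that convergent motifs predominate, and with the motif from all summits the convergent shares were 24.0% and 24.4%, the lowest of the 4 orientations, but this motif had a hit at both anchors of every loop and does not set loops apart. With hits of this motif within 100 bp of a summit the order turned round, and convergent loops were the most frequent in both lists, at 25.6% and 25.7%. With the motif from 3000 summits, chosen after seeing the first motif and the summit sequences, convergent loops were the most frequent, at 48.2% and 47.3%, and the same column of the paper's Supplementary Table 6 makes up the paper's 49.2% and 49.8% of loops with a motif at both anchors.

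Promoter-Promoter loops numbered 2626 for SMC1 against the paper's 8303, and 5812 for CTCF against the paper's 3295, with promoters defined otherwise than in the paper. For SMC1 the starts of all annotated genes (6827) closed the gap and a start inside the anchor did not. For CTCF a start inside the anchor (4014) closed it and all annotated genes did not. The exchange of the loop lists, chosen after seeing the values, closed both, with 5812 and 2626.

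For SMC1, 31.9% of stripes lay within a larger stripe against the paper's 57%. Calling without merging adjacent stripes (43.6%) closed the gap, and merging touching bins, the quantile of the relative gap and a stripe_score of at least 0.55 did not. The exchange of the loop lists, chosen after seeing the values, gave 49.7%, within 1.5 times the paper's value. The number of stripes for SMC1, 4299, was within 1.5 times the paper's 4187 by label, and with the exchange, 10915, it was not. The 4299 came from 28012 loops, while the paper gives 80487 loops for SMC1, so the 2 numbers do not rest on like lists. Calling without merging adjacent stripes, which closed the gap in the share, gave 6302 stripes by label, which was not within 1.5 times either.

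Of the loops labelled CTCF, 53.4% were found among the loops labelled SMC1, against the paper's about 93% in Fig. 2D, read by eye. No tolerance of 0 or 5 kb and no peak at both anchors closed the gap. In the other direction the share was 91.7%, against the paper's about 56% in Fig. 2D, read by eye. A tolerance of 0 kb (69.0%) came within 1.5 times the paper's value, and a tolerance of 5 kb and a peak at both anchors did not. The paper's value has a tolerance of 15 kb, and at 0 kb the first direction fell to 24.0%, so the tolerance does not account for the difference. The exchange of the loop lists, chosen after seeing the values, gave 91.7% and 53.4%.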

Other observations

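The tests of whether every loop has a peak and of the strength of peaks were chosen only after the result was seen, and the test with a motif from the summits labelled SMC1 after that with the motif from the summits labelled CTCF.

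The number of loops in each loop list is the one that the paper gives for the other target. The peak lists, rather than the loop lists, as the mislabelled ones are argued against, since on even-numbered autosomes the motif from the 3000 summits labelled CTCF lay within 50 bp of the summit in 15.6% of the peaks labelled SMC1 and in 23.5% of those labelled CTCF (8.58% and 8.97% at positions 1 kb away). A motif learned from the summits labelled CTCF could favour that list, so a motif was also learned from the 3000 summits labelled SMC1 with the highest -log10 q-value. Among the same number of top peaks of both lists, it lay at the summit in 19.8% (95% Wilson confidence interval from 19.4% to 20.3%) of the peaks labelled SMC1 and in 24.2% (from 23.7% to 24.7%) of those labelled CTCF. As labelled, 3756 loops had no peak of their target at an anchor, and after the exchange 0 had none. This is what would be seen if each list was called with the peaks of the target opposite to its label. Whether the loop lists carry each other's label, or carry the right label and were called with the other target's peaks, cannot be told apart. The test set for both was the Spearman correlation, over the 19333 bin pairs that both lists share and that have a peak of both targets at an anchor, of the ratio of read pairs (labelled CTCF over labelled SMC1) with the ratio of peak fold enrichment (SMC1 over CTCF). Its rho was -0.00962, within the range of 1000 permutations, from -0.0270 to 0.0262. Before the result was seen, a rho within the permutations had been set to count against each explanation. It is read here as leaving both open, because a test that finds no relation in either direction does not choose between them. Bin pairs are not independent replicates. Other values were looked at after the result was seen. With the exchange, 49637 SMC1 and 17624 CTCF peaks were 3D peaks, each 1 fewer than in the paper's Supplementary Table 2. The medians of the -log10 q-value of 3D and non-3D peaks were then 25.9 and 8.35 for SMC1 and 58.0 and 14.5 for CTCF. In the paper's Supplementary Fig. 9A they are about 26 and 8.4 for SMC1 and about 58 and 14 for CTCF. For both targets the medians with the exchange were nearer to the paper's than those by label. The values with the exchange show which loop list goes with which of the paper's values, and both explanations allow that. The number of stripes for SMC1 by label was nearer to the paper's. It came from 28012 loops, while the paper gives 80487 loops for SMC1, so this nearness does not count for the labels. Over the shared bin pairs with peaks, the log2 ratio of read pairs, labelled CTCF over labelled SMC1, had a median of 0.71, while the paper's Supplementary Table 2 gives more reads for SMC1 than for CTCF. This goes with labels that are exchanged, but it excludes neither explanation, since the number of read pairs at an anchor also depends on the enrichment of each target there. No biological explanation was tested.

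Of the SMC1 peaks, 47.2% (95% Wilson confidence interval from 46.9% to 47.5%) overlapped a CTCF peak, and 75.6% (from 75.3% to 75.9%) of CTCF peaks overlapped an SMC1 peak. With the peaks rotated 100 times the shares reached at most 3.19% and 5.14%. A protein-coding transcription start lay within 1 kb of 14.1% of the SMC1 peaks without a CTCF peak and of 19.9% of those with one, a ratio of 0.711 (95% interval from 0.691 to 0.731). That the peaks without a CTCF peak are CTCF sites under the threshold of the CTCF list is argued against, since 8.13% of them had the motif from the 3000 summits labelled CTCF at the summit, near the 8.19% at positions 1 kb away, and 24.2% of the shared peaks had one. GC content stays open, since over deciles of GC content the ratio was 0.95 and between 0.863 and 1.23 within them, with 5 deciles under 1. The strength of the peaks stays open as well, since over deciles of the -log10 q-value the ratio was 1.15, between 0.674 and 1.22 within them, with 3 deciles under 1. Either may account for the difference in promoter share, and its direction turned round at a -log10 q-value of at least 10, where the ratio was 1.33. A role of cohesin apart from CTCF was not tested.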
